# Differential gene expression profiling of endometrium during the mid-luteal phase of the estrous cycle between a repeat breeder (RB) and non-RB cows

**DOI:** 10.1186/s12958-017-0237-6

**Published:** 2017-03-23

**Authors:** Ken-Go Hayashi, Misa Hosoe, Keiichiro Kizaki, Shiori Fujii, Hiroko Kanahara, Toru Takahashi, Ryosuke Sakumoto

**Keywords:** Repeat breeder, Endometrium, Caruncle, Intercaruncle, Microarray, Cow

## Abstract

**Background:**

Repeat breeding directly affects reproductive efficiency in cattle due to an increase in services per conception and calving interval. This study aimed to investigate whether changes in endometrial gene expression profile are involved in repeat breeding in cows. Differential gene expression profiles of the endometrium were investigated during the mid-luteal phase of the estrous cycle between repeat breeder (RB) and non-RB cows using microarray analysis.

**Methods:**

The caruncular (CAR) and intercaruncular (ICAR) endometrium of both ipsilateral and contralateral uterine horns to the corpus luteum were collected from RB (inseminated at least three times but not pregnant) and non-RB cows on Day 15 of the estrous cycle (4 cows/group). Global gene expression profiles of these endometrial samples were analyzed with a 15 K custom-made oligo-microarray for cattle. Immunohistochemistry was performed to investigate the cellular localization of proteins of three identified transcripts in the endometrium.

**Results:**

Microarray analysis revealed that 405 and 397 genes were differentially expressed in the CAR and ICAR of the ipsilateral uterine horn of RB, respectively when compared with non-RB cows. In the contralateral uterine horn, 443 and 257 differentially expressed genes were identified in the CAR and ICAR of RB, respectively when compared with non-RB cows. Gene ontology analysis revealed that genes involved in development and morphogenesis were mainly up-regulated in the CAR of RB cows. In the ICAR of both the ipsilateral and contralateral uterine horns, genes related to the metabolic process were predominantly enriched in the RB cows when compared with non-RB cows. In the analysis of the whole uterus (combining the data above four endometrial compartments), RB cows showed up-regulation of 37 genes including *PRSS2*, *GSTA3* and *PIPOX* and down-regulation of 39 genes including *CHGA*, *KRT35* and *THBS4* when compared with non-RB cows. Immunohistochemistry revealed that CHGA, GSTA3 and PRSS2 proteins were localized in luminal and glandular epithelial cells and stroma of the endometrium.

**Conclusion:**

The present study showed that endometrial gene expression profiles are different between RB and non-RB cows. The identified candidate endometrial genes and functions in each endometrial compartment may contribute to bovine reproductive performance.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-017-0237-6) contains supplementary material, which is available to authorized users.

## Background

Repeat breeder (RB) is generally defined as any cow that has failed to conceive after at least three inseminations. In both dairy and beef cattle herds, the presence of RB cows can directly lead a large economic loss for producers due to an extension of the length of the open period and frequent artificial insemination (AI) [1]. In addition to management problems such as inadequate estrus detection and AI techniques, various physiological problems of individual cows are one of major causes of repeat breeding. For example, infections of uterus, cervix and/or vagina, dysfunctions of uterus or ovary, obstructed oviducts, defective oocytes and anatomical defects of the reproductive tracts are involved in conception failure, early embryonic death and endocrine disorders of RB animals. [1]. It has been reported that embryo transfer is effective to improve the fertility of RB cows and heifers [2, 3]. On the other hand, a study of reciprocal transfers of embryos between RB and virgin heifers showed that a higher proportion of embryos transferred from RB to virgin heifers than from virgin to RB heifers survived at day 16 to 17, suggesting that the uterine environment in RB heifers is less suitable than in the virgins for supporting a successful embryo development [4]. This became more evident by transfer of identical demi-embryos to RB and virgin recipient heifers resulted less number of morphologically normal and elongated embryos in the RB heifers than in the virgin heifers at day 15 [5]. About an association between alteration of uterine environment and repeat breeding, Katagiri et al. have demonstrated that there is a close relationship between the endometrial epidermal growth factor profile and diminished fertility of RB cows [6].

The molecular mechanisms underlying endometrial function may contribute to reproductive performance in cattle. Increasing evidence using global gene expression analysis has identified numerous differentially expressed genes and related functional pathways in bovine endometrium among highly fertile, subfertile and infertile animal strains during estrous cycle or early pregnancy [7–10]. Recent studies have also investigated gene expression profiles under various conditions of the bovine endometrium during the estrous cycle and/or during early pregnancy using DNA microarray or RNA sequencing [11–18]. In addition, microarray studies have revealed that heat stress and steroid hormones directly affect bovine endometrial gene expression profiles [19, 20].

In ruminants, the endometrium shows structural and physiological differences depending on the uterine compartments. The caruncular (CAR) areas are aglandular and a limited area that forms placentomes by fusing with the fetal extraembryonic membrane [21, 22]. On the other hand, the intercaruncular (ICAR) areas contain endometrial glands that synthesize and secrete substances or factors that are essential for survival and development of the conceptus [23, 24]. A study that directly compared the gene expression profiles of CAR and ICAR during implantation in cows showed 1177 and 453 differentially expressed genes (DEG) were found for cyclic and pregnant animals, respectively [13]. In addition, it has been reported that tissues of the ipsilateral uterine horn to the ovary with the corpus luteum (CL) contain greater quantities of progesterone (P4) and are more sensitive to P4 as compared with tissues on the contralateral side [25]. Although a previous study demonstrated that a few genes show differences in expression between ipsilateral and contralateral uterine horns during the bovine estrous cycle [11], we consider that it is important to analyze each compartment of the bovine endometrium separately in order to understand enodometrial function more comprehensively.

These previous studies suggest that alteration of the endometrial function due to changes in gene expression may contribute to their lower reproductive performance in RB cows, whereas details of the molecular mechanisms and biological pathways of their endometria still need to be elucidated. Thus, we hypothesized that there is a characteristic gene expression profile in the endometrium of the RB cows. This study aimed to investigate differences in gene expression profiles of the endometrium between RB and non-RB cows during the mid-luteal phase of the estrous cycle. In pregnant cattle, maternal recognition of pregnancy occurs around Day 14–15 [26]. In addition, it has been reported that the majority of early embryo losses in cattle have occurred within 16 days of gestation (i.e. during the mid-luteal phase) [27, 28]. Therefore, the basal gene expression profiles of endometrium at mid luteal phase would have the most important association with reproductive performance.

## Methods

### Animals and sample collection

This study was carried out using non-lactating Japanese Black cows at the institute’s ranch (age: 7.8 ± 0.9 years, parity: 3.3 ± 0.8, open period from last parturition to first AI in this study: 104 ± 9.6 month). Repeat breeder cows (*n* = 4) were defined based on a previous study by Dochi et al. [3]. Briefly, the RB cows had three characteristics as follows: (1) detectable estrous behavior, but not always normal estrous cycles; (2) not conceiving after three or more inseminations following normal estrous behavior; and (3) healthy uterus and ovaries, as determined by transrectal palpation. Non-RB cows (*n* = 4) conceived within three inseminations. The non-RB cows were confirmed to be pregnant by transrectal ultrasonography (HS-1500V; Honda Electronics. Co., Aichi, Japan) at 40 days after insemination, then abortion was induced by a single intramuscular injection of 500 μg of prostaglandin F2α (cloprostenol [Dalmazin]; Kyoritsu Seiyaku. Co., Tokyo, Japan) followed by repeated normal estrous cycles at least twice. Both RB and non-RB cows were slaughtered on Day 15 of the estrous cycle (the day of estrus was designated as Day 0) and the uterus and both ovaries together were collected. Uterine horns were identified as ipsilateral to the ovary containing the CL or contralateral. We collected CAR and ICAR in the endometrium from the middle area of each uterine horns. The uterine horns were cut opened longitudinally using scissors and CAR were carefully dissected first not to include ICAR, subsequently, ICAR areas were cut off. Collected samples were snap-frozen in liquid nitrogen and stored at −80 °C until RNA extraction. Whole cross section of the uterus for immunohistochemistry were collected from the middle area of ipsilateral uterine horn of all cows and fixed in 10% formalin (v/v), embedded in paraffin wax, and then stored at 4 °C until use. All procedures in animal experiments were carried out in accordance with guidelines approved by the Animal Ethics Committee of the National Institute of Agrobiological Sciences for the use of animals (permission number: H18-036).

### Microarray analysis

Total RNA was extracted from each sample by acid guanidinium thiocyanate-phenol-chloroform with ISOGEN (Nippon Gene, Tokyo, Japan) according to the manufacturer’s instructions. All RNA samples were then treated with TURBO DNase (TURBO DNA-free™ Kit, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions to remove contaminating genomic DNA. The quantity and quality of the total RNA samples were assessed using a NanoDrop spectrophotometer (ND-1000; NanoDrop Technology Inc., Wilmington, DE, USA) and an Experion automated electrophoresis system with an Experion RNA StdSens kit (Bio-Rad Laboratories, Hercules, CA, USA), respectively. A custom-made bovine oligonucleotide microarray with 15,000 unique genes (GPL9284) fabricated by Agilent Technologies (Santa Clara, CA, USA) was used in this study, which was performed as described previously [29]. Sixty-mer nucleotide probes for the customized microarray were synthesized on a glass slide. We performed one-color microarray analysis. cDNA synthesis, Cy3-labeled cRNA preparation, hybridization, and the washing and scanning of array slides were performed according to the Agilent one color microarray-based gene expression analysis protocol. Briefly, 400 ng of total RNA from each sample were reverse-transcribed into cDNA using the Quick Amp Labeling Kit (Agilent Technologies) with an oligo dT-based primer, and then Cy3-labelled cRNA was prepared by in vitro transcription. Labeled cRNA was purified with an RNeasy Mini Kit (Qiagen, Hilden, Germany), and the concentration and Cy3 dye incorporation (pmol Cy3/μg cRNA) were measured with a spectrophotometer. Labeled cRNA (600 ng) was fragmented and hybridized using the Gene Expression Hybridization Kit (Agilent Technologies), according to the manufacturer’s instructions. The arrays were washed using a Gene Expression Wash Pack Kit (Agilent Technologies) and scanned using an Agilent Microarray Scanner. Feature Extraction ver. 9.5 was used for image analysis and data extraction. Microarray data from each sample were imported into GeneSpring 12 (Agilent Technologies) for further data characterization. The GEO accession numbers are as follows. Platform: GPL9284; samples: GSM2093338 to GSM2093369; series: GSE79367. To identify putative biological functions of DEG between RB and non-RB cows in each endometrial compartment, we performed functional annotation chart analysis of the lists of DEG using the Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) based on Genebank Accession IDs [30]. Gene Ontology (GO) Biological Process was selected as the functional annotation category for the analysis with the threshold for minimum gene counts belonging to an annotation term set to 5 and an EASE score set to 0.05. The GO terms were ranked according to their *P*-values describing the significance of gene-term enrichment.

### Quantitative real-time RT-PCR analysis

To validate the results of microarray analysis, we confirmed mRNA expression of the following representative genes using quantitative real-time RT-PCR (qPCR) analysis: (1) top two up- or down-regulated known genes in each endometrial compartment; and (2) top five up- or down-regulated known genes in the whole uterus. Details of the procedures for single-strand cDNA synthesis and qPCR were previously described [31]. Briefly, 50 ng of total RNA from the same sample used for the microarray were reverse-transcribed into cDNA for 30 min at 48 °C using MultiScribe^TM^ Reverse Transcriptase (Applied Biosystems, Foster City, CA, USA) with a random primer, dNTP mixture, MgCl_2_ and RNase inhibitor. After heat inactivation of the reverse transcriptase for 5 min at 95 °C, PCR and resulting relative increase in reporter fluorescent dye emission were monitored in real time using an Mx3000P qPCR system (Agilent Technologies). Primers were designed using Primer Express computer software program (Applied Biosystems) or Primer3 Plus software (www.bioinformatics.nl/primer3plus/) based on the bovine sequences. The primer sequences for each gene are listed in Table 1. Thermal-cycling conditions included an initial sample incubation at 50 °C for 2 min and at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and at 60 °C for 1 min. The cycle threshold value (C_T_) indicate the quantity of the target gene in each sample. The relative difference in initial amount of each mRNA species (or cDNA) was determined by comparing the C_T_ values. The standard curves for each gene were generated by serially diluting plasmids containing cDNA of each individual gene to quantify the mRNA concentrations. We confirmed the utility of the dissociation curve for detecting the SYBR Green-based objective amplicon because SYBR Green also detects double-stranded DNA including Primer dimers, contaminating DNA and PCR products from misannealed primers. Non-specific amplicons appear as a peak separate from the desired amplicon peak. The expression ratio of each gene to *SUZ12* mRNA, which has been demonstrated to be suitable for normalization in bovine endometrial tissue [32], was calculated to adjust for any variations in the qPCR reaction.

**Table 1:** Details of the primers used for quantitative real-time RT-PCR analysis

Gene (GenBank accession number)	Primer	Sequence	Position
*CHGA*	Forward	5′-GCCGAAAGAGGTGACAGAAGA-3′	538-558
(NM_181005)	Reverse	5′-GTCTCCGTCCGAGTCTTCATC-3′	637-617
*CNGA1*	Forward	5′-AGCAGAGATCGCCATCAATGT-3′	1574-1594
(NM_174278)	Reverse	5′-ACCAACTCCACCAACAGACCA-3′	1663-1643
*CPXM2*	Forward	5′- ACCAGTGGATTGAAGTGGACG-3′	581-601
(NM_001206057)	Reverse	5′- TCACTCAGCCAGAGTGAGTTCCT-3′	665-643
*FAM83D*	Forward	5′- GGCTCCTACAGTTTTACATGGACAG-3′	788-812
(NM_001083393)	Reverse	5′-CAACCACTTGGCCAGACAGAA-3′	863-843
*FMO2*	Forward	5′- AAGCCAGACATCCTTTCTCTCTTG -3′	1459-1482
(NM_001163274)	Reverse	5′- CCCAACCAGGCGATACTGATA-3′	1554-1532
*GSTA3*	Forward	5′-AGAGCCATCCTCAGCTACCTTG-3′	254-275
(NM_001077112)	Reverse	5′-TCGATCCTGACTGTCTCCTTCA-3′	327-306
*IFIH1*	Forward	5′-GGGACTAACAGCTTCACCAGGT-3′	1764-1785
(XM_002685338)	Reverse	5′-GGTAACTGCATCAAGATTGGCA-3′	1860-1839
*IGG1C*	Forward	5′-ACCAAGGTGGACAAGGCTGTT-3′	274-294
(S82409)	Reverse	5′-GGAAGATGAAGACAGAGGGTCCT-3′	370-348
*KCNA2*	Forward	5′-TGGGTTCCCTATGTGCAATTG-3′	1644-1664
(NM_001101195)	Reverse	5′-TCCCGGTGGTAGAAGTAGTTGAA-3′	1734-1712
*KLHL24*	Forward	5′- TTATTGGCAAGGAGGAGATGGT-3′	901-922
(NM_001206196)	Reverse	5′- TCTCAGATCAACAGCGCGAT-3′	968-949
*KRT35*	Forward	5′- GAGACCGAGGTATCCATGCG-3′	587-606
(NM_001076073)	Reverse	5′- TTCTTGAGGCAGAGCAGCTC -3′	726-707
*LPLUNC1*	Forward	5′- TCGGTGTGTTCAACCCTAAGC-3′	1280-1300
(NM_174697)	Reverse	5′- TTCTCGTTTGGCAGCAGGAT -3′	1355-1336
*PIPOX*	Forward	5′- ACAGCATTAACACCGAGTCGG-3′	2140-2160
(NM_001014878)	Reverse	5′- GGCAGTTATGAGCCTGTTTCCT-3′	2210-2189
*PLEKHA5*	Forward	5′- GATGGATTCAAGAACGGAACG-3′	2655-2675
(XM_002687754)	Reverse	5′- TTCCACAGTCATCCTAGGTCGA-3′	2739-2718
*PRF1*	Forward	5′-CAAGCCAAATGCTAATGTCCGT-3′	408-429
(NM_001143735)	Reverse	5′-AAAGCGACACTCCACTAAGTCCAT-3′	531-508
*PRSS2*	Forward	5′-GTGAGGCTGGGAGAATACAACA-3′	211-232
(NM_174690)	Reverse	5′-ATGATCTTGGACGCATCGATGA-3′	281-260
*SLC39A2*	Forward	5′- TTGGCTGCCTATTTGCCCT-3′	355-373
(NM_001205648)	Reverse	5′- CTGGAACCACTTGAAGCAGATG-3′	428-407
*THBS4*	Forward	5′- CACTCTGAACGAGCTCTACGTGAT 3′	331-354
(NM_001034728)	Reverse	5′- GAAGAGTAAAGGCCGAAGATGGT-3′	411-389
*SUZ12*	Forward	5′-GAACACCTATCACACACATTCTTGT-3′	1565-1589
(NM_001205587)	Reverse	5′-TAGAGGCGGTTGTGTCCACT-3′	1694-1675

### Immunohistochemistry

Immunohistochemistry for chromogranin A (CHGA), glutathione *S*-transferase A3 (GSTA3) and trypsin 2 (PRSS2) was performed in the endometrium of both RB and non-RB cows on Day 15 of the estrous cycle using the automated Ventana HX System Discovery with a DabMapKit (Roche Diagnostics, Basel, Switzerland) as described previously in detail by our laboratory [33]. Uterine cross sections 7-μm-thick were incubated at room temperature with rabbit polyclonal anti-human CHGA antibody (1.0 mg/ml, 20085, ImmunoStar Inc., Hudson, WI, USA), rabbit polyclonal anti-human GSTA3 antibody (0.5 mg/ml, orb5362, Biorbyt LLC, San Francisco, CA, USA) or rabbit polyclonal anti-bovine PRSS2 antibody (10 mg/ml, OASA07087, Aviva Systems Biology, San Diego, CA, USA) diluted 1:100 (anti-CHGA), 1:20 (anti-GSTA3) or 1:200 (anti-PRSS2) in Discovery Ab diluents (Roche) for 12 h. The signals were detected using anti-rabbit IgG-Biotin conjugate (Sigma) diluted 1:500 for 1 h. Negative controls were performed using normal rabbit IgG (0.5 mg/ml, 20304, Imgenex, San Diego, CA, USA) diluted at concentrations equivalent to the primary antibodies. The sections were observed with a Leica DMRE HC microscope (Leica Microsystems, Wetzlar, Germany) and a Nikon Digital Sight DS-Fi1-L2 (Nikon Instruments Co., Tokyo, Japan).

### Statistical analysis

Microarray data were analyzed statistically with an unpaired Student’s *t*-test and summarized using GeneSpring 12 (Agilent Technologies). The analysis of each uterine compartment was performed by comparing the gene datasets which composed by microarray data of four cows in each RB and non-RB group (*n* = 4/group). The analysis of whole uterus was performed by comparing the gene datasets which composed by microarray data of all four compartments of four cows in each RB and non-RB group (*n* = 16/group). The qPCR results were analyzed using a Mann–Whitney *U* test. Results are presented as the mean ± SEM. Statistical significance is considered to be at *P* < 0.05.

## Results

### Gene expression profiles of CAR and ICAR in ipsilateral uterine horns

A total of 405 and 397 genes were differentially expressed in CAR and ICAR of the ipsilateral uterine horn of RB cows, respectively when compared with non-RB cows (adjusted *P*-value <0.05, fold-change >1.0). 

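RNA from CAR, the raised areas of the bovine endometrium at which the placenta attaches, and from ICAR, the glandular endometrium between them, was hybridized to 32 single-colour (Cy3) Agilent arrays. There was 1 array for each of 4 RB and 4 non-RB cows in each of the 4 compartments. Each array held 15744 spots, controls included, and each probe had 1 spot. The probes had 15011 distinct sequences, and 100 probes shared a single GAPDH sequence. The authors extracted the spots with Agilent Feature Extraction, which subtracted the background, removed trends across the surface and wrote a processed intensity without normalization between arrays. Here each intensity was used as log2 relative to the 75th percentile of its array, and spots with an outlier flag were left out. The 75th percentile ranged from 1165 to 4857 intensity units. In the ipsilateral horn its median was 3473.5 for RB and 2720.5 for non-RB cows in CAR, and 3464.5 and 3187.5 in ICAR. In the contralateral horn the medians were 3158.5 and 3528.5 in CAR, and 3896 and 3557 in ICAR. Between 74.3% and 85.8% of the probes were well above background on an array, and at most 3 spots of an array were saturated. No array had values identical to those of another, and correlations across probes between arrays ranged from 0.917 to 0.994. The SD of the 100 GAPDH spots, a measure of how even the signal is across an array, had a median of 0.153. It reached 1.32 on non-RB replicate 2 of CAR contralateral and 0.869 on non-RB replicate 1 of ICAR contralateral. These 2 arrays made up slide 1 and scan session 1, of 8 slides and 4 sessions, and slide 2 held 8 RB arrays only. Arrays scanned in the same calendar month are counted here as a session. Only slides 6 and 8 held arrays of both groups, the RB ones from replicates 1 and 4. Outside CAR ipsilateral, a fit with the slide as a block takes the group difference from these slides. Each compartment was compared with limma, over 4 RB against 4 non-RB arrays, for probes well above background on at least 2 of the 8 arrays. The number of arrays limits the precision, and 0.0286 is the smallest two-sided p that an exact permutation test of 4 against 4 arrays allows. Gene values are means ± SD over arrays, and folds are those of the log2 means.

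**Figure D1:**
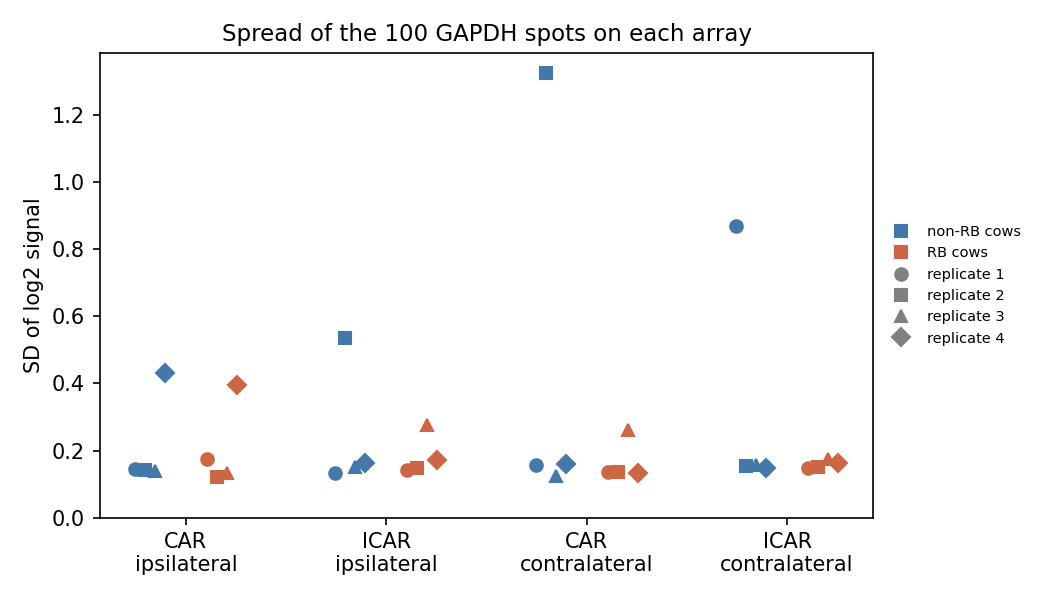
SD of the log2 signal of the 100 GAPDH spots (y axis) on each of the 32 arrays, by compartment and horn (x axis), with non-RB cows in blue, RB cows in orange and the replicate number as the symbol. Non-RB replicate 2 of CAR contralateral lies at 1.32 and non-RB replicate 1 of ICAR contralateral at 0.869, against a median of 0.153 over the arrays.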

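The averages in the study's Table S1 for CAR are those of 7 of these arrays, without RB replicate 4, and the paper gives no reason for leaving that array out. Over those 7 arrays, limma called 0 of 13080 probes in CAR at an adjusted p under 0.05 (smallest adjusted p 0.266), and 482 had an unadjusted p under 0.05. Over all 8 arrays, limma and the methods' t-test each called 0 probes after adjustment, with a smallest adjusted p of 0.979 in limma. At an unadjusted p under 0.05 limma gave 446 probes and the methods' t-test 462, where chance alone would give about 654. In ICAR, where Table S2 averages all 8 arrays, both tests called 0 of 12889 probes, with a smallest adjusted p of 0.863 in limma. At an unadjusted p under 0.05 limma gave 475 probes there and the methods' t-test 457, against about 644 from chance alone. The slide as a block gave 179 probes in CAR and 1573 in ICAR, and the scan session as a block 1160 in CAR and 364 in ICAR, with 0 called after adjustment in limma. In CAR no slide held arrays of both groups, so that the slide entered there as a random block and cannot be separated from the group. In ICAR only slides 6 and 8 held both groups, each with 1 RB and 1 non-RB array, and the group difference there rests on them. Leaving out RB replicate 3 lowered the unadjusted counts to 277 in CAR and 224 in ICAR. They rose to 734 without non-RB replicate 3 in CAR and to 1366 without non-RB replicate 1 in ICAR.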

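Each probe listed for the ipsilateral horn in Additional file 1 was found on the arrays by its identifier, and its fold was recomputed from the deposited values. Over the 7 CAR arrays without RB replicate 4, the 405 log2 folds differed from those of Table S1 by at most 5.48e-06. Over all 8 CAR arrays, 404 of them had the same direction, with a correlation across probes of 0.979, and 207 had a p under 0.05 in the methods' t-test. Over all 8 ICAR arrays, the 397 log2 folds differed from those of Table S2 by at most 5.98e-06. The p-values listed in Tables S1 and S2 are those of the methods' t-test before adjustment, from 6.47e-05 to 0.0499 in CAR and from 0.000180 to 0.0499 in ICAR. After Benjamini-Hochberg adjustment over all probes of the array, 0 of the listed p-values in either table were under 0.05. In limma over all 8 arrays, 134 of the 405 probes and 201 of the 397 probes had an unadjusted p under 0.05. The smallest fold listed was 1.14 in CAR and 1.12 in ICAR. Of the 397 probes of ICAR, 62 were copies of the GAPDH probe, all lower in RB cows, so that 336 distinct sequences were listed.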

All data of individual gene changes in CAR and ICAR are available in Additional file 1: Tables S1 and S2, respectively. Out of these, 128 genes were up-regulated and 277 genes were down-regulated in CAR, whereas 169 genes were up-regulated and 228 genes were down-regulated in ICAR. 

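In CAR, limma over the 7 arrays of Table S1 gave 203 probes higher and 279 lower in RB cows at an unadjusted p under 0.05. Over all 8 arrays there were 189 higher and 257 lower. Without RB replicate 1 there were 371 higher and 243 lower, and without non-RB replicate 3 there were 364 and 370. In ICAR there were 288 higher and 187 lower in limma, and 196 higher and 261 lower in the methods' t-test. The 100 GAPDH probes made up part of that difference between the tests, with 32 of them under 0.05 in limma and 62 in the methods' t-test. Their mean in ICAR was -0.65 ± 0.15 (SD, n = 4) in RB and -0.30 ± 0.08 (SD, n = 4) in non-RB cows, a log2 difference of -0.35 (exact permutation test, p = 0.0286). With probes of the same sequence averaged, a choice made after the data were seen, ICAR had 286 higher and 154 lower. None of these directions belongs to a probe called after adjustment.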

The top 10 up- and down-regulated known genes in CAR are shown in Table 2. The most pronounced up- and down-regulation of gene expression in RB cows was observed for *GSTA3* (Glutathione *S*-transferase, alpha 3; 19.2-fold) and *CPXM2* (Carboxypeptidase X (M14 family), member 2; 5.3-fold), respectively. 

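GSTA3 was read by probe ABR3074, which the files name MGC140790. Over the 7 arrays of Table S1 its log2 signal was -2.28 ± 0.71 (SD, n = 3) in RB and -6.55 ± 1.02 (SD, n = 4) in non-RB cows, and it was well above background on 3 of the 4 non-RB arrays. The log2 difference of 4.27 (standard error 0.57, limma p = 4.81e-05, adjusted p = 0.315; exact permutation test, p = 0.0286) is a fold of 19.3 and was the largest rise of the probes tested. RB replicate 4, which the paper left out without giving a reason, had a GSTA3 signal of -4.04. With it, the RB mean was -2.72 ± 1.06 and the log2 difference 3.83 (standard error 0.60, limma p = 8.18e-05, adjusted p = 0.979), a fold of 14.2 and rank 2 among the rises, and every RB array still lay above every non-RB array (exact permutation test, p = 0.0286). The alternative that moved the difference most was normexp background correction, with 2.28, and leaving out single arrays gave 3.34 to 4.27. CPXM2 was read by probe A_73_114629, which the files name CB537519. Its log2 signal over the arrays of Table S1 was -2.81 ± 1.43 in RB and -0.39 ± 1.07 in non-RB cows. The difference of -2.41 (standard error 0.75, limma p = 0.0108; exact permutation test, p = 0.0286) is a fold of 5.33 and rank 6 among the falls. RB replicate 4 had a CPXM2 signal of -2.03, and with it the difference was -2.22 (standard error 0.66, limma p = 0.00734; exact permutation test, p = 0.0286), a fold of 4.66 and rank 7. Leaving out single arrays gave -2.55 (without RB replicate 2) to -1.62 (without RB replicate 3) for CPXM2. Its unadjusted p was under 0.05 in 8 of 8 such fits and in 9 of 10 other alternatives.

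**Figure D2:**
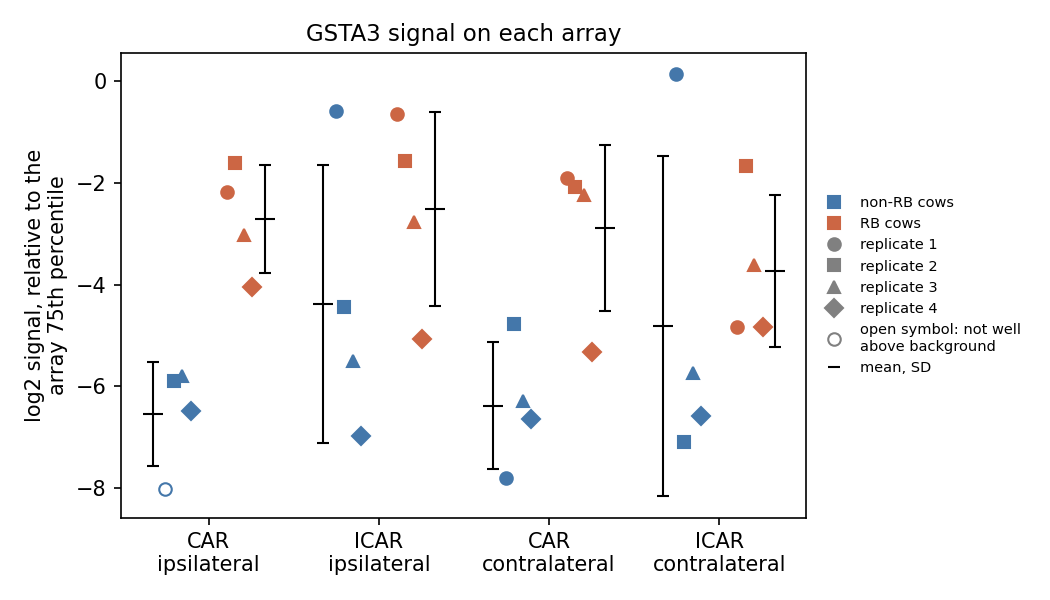
Log2 signal of GSTA3 relative to the 75th percentile of the array (y axis) on each array, by compartment and horn (x axis), with non-RB cows in blue, RB cows in orange, the replicate number as the symbol, open symbols for arrays not well above background, and bars for the mean and SD of 4 arrays. In CAR ipsilateral the RB arrays lie between -4.04 and -1.62 and the non-RB arrays between -8.01 and -5.80, and in ICAR non-RB replicate 1 lies at -0.59 and 0.13.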

The top five functional annotations of DEG in the CAR of ipsilateral uterine horns between RB and non-RB cows are listed in Table 3. The GO terms involved in anatomical structure development, developmental process, cellular process, multicellular organismal development and biosynthetic process were highly enriched in up-regulated genes, whereas the GO terms involved in cellular process, cytoskeleton organization, biological adhesion, cell adhesion and cellular component organization were highly enriched in down-regulated genes.

**Table 2:** Top 10 up- and down-regulated known genes in CAR of ipsilateral uterine horns of RB cows

GenBank accession ID	Gene symbol	Gene description	Fold change	*P*-value
Up-regulated genes				
NM_001077112	GSTA3	Glutathione S-transferase, alpha 3	19.2	0.0016
NM_001206196	KLHL24	Kelch-like 24 (Drosophila)	3.0	0.0273
XM_588022	SPOPL	Speckle-type POZ protein-like	2.8	0.0239
NM_001103317	ERCC2	Excision repair cross-complementing rodent repair deficiency, complementation group 2	2.5	0.0437
XM_002696037	CD300LG	CD300 molecule-like family member g	2.2	0.0378
NM_001075908	STK33	Serine/threonine kinase 33	2.1	0.0351
NM_174607	SLC5A3	Solute carrier family 5 (inositol transporters), member 3	2.0	0.0126
NM_001192523	KCNMB4	Potassium large conductance calcium-activated channel, subfamily M, beta member 4	2.0	0.0307
NM_001083638	MEF2A	Myocyte enhancer factor 2A	2.0	0.0290
XM_002695445	ZNF211	Zinc finger protein 211	2.0	0.0063
Down-regulated genes				
NM_001206057	CPXM2	Carboxypeptidase X (M14 family), member 2	5.3	0.0496
NM_001076073	KRT35	Keratin 35	4.1	0.0279
NM_001101239	GRP	Gastrin-releasing peptide	3.6	0.0319
NM_001245926	FGF9	Fibroblast growth factor 9	3.5	0.0066
NM_174145	PKP1	Plakophilin 1 (ectodermal dysplasia/skin fragility syndrome)	2.9	0.0021
NM_001076864	TMEM129	Transmembrane protein 129	2.6	0.0087
NM_001105478	SSLP1	Secreted seminal-vesicle Ly-6 protein 1	2.5	0.0474
NM_001077962	STAC	SH3 and cysteine rich domain	2.4	0.0157
NM_001077945	PFN3	Profilin 3	2.4	0.0106
NM_001012685	FCAR	Fc fragment of IgA, receptor for	2.3	0.0322

**Table 3:** Top 5 functional annotations of up- and down-regulated genes in CAR of ipsilateral uterine horns

Term	Count	*P*-value
Up-regulated genes		
GO:0048856 ~ anatomical structure development	11	0.0029
GO:0032502 ~ developmental process	11	0.0161
GO:0009987 ~ cellular process	31	0.0186
GO:0007275 ~ multicellular organismal development	10	0.0230
GO:0009888 ~ tissue development	5	0.0246
Down-regulated genes		
GO:0009987 ~ cellular process	95	<0.0001
GO:0007010 ~ cytoskeleton organization	8	0.0061
GO:0022610 ~ biological adhesion	11	0.0065
GO:0007155 ~ cell adhesion	11	0.0065
GO:0016043 ~ cellular component organization	23	0.0099

The top 10 up- and down-regulated known genes in ICAR are shown in Table 4. 

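In ICAR of the ipsilateral horn, LPLUNC1 was read by probe ABR856, which the files name C20orf114. Its log2 signal was 1.02 ± 0.42 (SD, n = 4) in RB and -0.88 ± 1.15 (SD, n = 4) in non-RB cows. The difference was 1.89 (standard error 0.52, limma p = 0.00513, adjusted p = 0.863; exact permutation test, p = 0.0286), a fold of 3.71 and rank 27 of the rises when all probes tested are counted, unnamed ones included. THBS4, read by probe A_73_112549, had a log2 signal of -5.54 ± 0.96 in RB and -3.76 ± 0.15 in non-RB cows, well above background on every array. Its difference was -1.78 (standard error 0.43, limma p = 0.00219, adjusted p = 0.863; exact permutation test, p = 0.0286), a fold of 3.44 and rank 19 of the falls. For each of these genes the arrays of the groups did not overlap. In ICAR of the contralateral horn LPLUNC1 differed by -0.72 and THBS4 by -1.62. Within ICAR the difference between horns in the RB effect, a test chosen after the values were seen, was 2.61 for LPLUNC1 (exact permutation test, p = 0.0286, the smallest it allows) and -0.17 for THBS4. Averaged over CAR and ICAR it was 0.87 for LPLUNC1 (exact permutation test, p = 0.114) and -0.05 for THBS4 (p = 0.886).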

The highest increase and decrease in gene expression in RB cows were observed in *LPLUNC1* (Von Ebner minor salivary gland protein; 3.7-fold) and *THBS4* (Thrombospondin 4; 3.4-fold), respectively. Table 5 summarizes the top five functional annotations of DEG in ICAR between RB and non-RB cows. As a result of DAVID analysis, only four GO terms related to metabolic process, cellular metabolic process, cellular biosynthetic process and chemical homeostasis were identified in up-regulated genes. In down-regulated genes, the GO terms involved in metabolic process, cellular metabolic process, cellular process, primary metabolic process and protein metabolic process were highly enriched.

**Table 4:** Top 10 up- and down-regulated known genes in ICAR of ipsilateral uterine horns of RB cows

GenBank accession ID	Gene symbol	Gene description	Fold change	*P*-value
Up-regulated genes				
NM_174697	LPLUNC1	Von Ebner minor salivary gland protein	3.7	0.0214
NM_001075162	FMO2	Flavin containing monooxygenase 2 (non-functional)	3.3	0.0348
NM_001166616	C5	Complement component 5	3.2	0.0429
XM_002692160	FOXA2	Forkhead box A2	3.0	0.0350
NM_181027	AKR1C4	Aldo-keto reductase family 1, member C4 (chlordecone reductase; 3-alpha hydroxysteroid dehydrogenase, type I; dihydrodiol dehydrogenase 4)	2.9	0.0104
NM_001045878	GATM	Glycine amidinotransferase (L-arginine:glycine amidinotransferase)	2.8	0.0472
NM_001206196	KLHL24	Kelch-like 24 (Drosophila)	2.6	0.0301
NM_001034419	HPGD	Hydroxyprostaglandin dehydrogenase 15-(NAD)	2.6	0.0293
XM_001254052	ZNED1	DNA-directed RNA polymerase I subunit RPA12-like	2.4	0.0476
NM_001038096	CFI	Complement factor I	2.4	0.0096
Down-regulated genes				
NM_001034728	THBS4	Thrombospondin 4	3.4	0.0106
NM_001083393	FAM83D	Protein FAM83D	2.6	0.0011
NM_001105411	GFRA1	GDNF family receptor alpha 1	2.4	0.0391
NM_001206057	CPXM2	Carboxypeptidase X (M14 family), member 2	2.3	0.0231
NM_178572	CA2	Carbonic anhydrase II	2.3	0.0474
NM_001099381	GALK1	Galactokinase 1	2.1	0.0466
NM_001035050	VTN	Vitronectin	2.0	0.0464
NM_174745	MMP2	Matrix metallopeptidase 2 (gelatinase A, 72 kDa gelatinase, 72 kDa type IV collagenase)	1.9	0.0387
NM_001075730	STRA6	Stimulated by retinoic acid gene 6	1.9	0.0405
NM_174558	KCNK17	Potassium channel, subfamily K, member 17	1.9	0.0496

**Table 5:** Top 5 functional annotations of up- and down-regulated genes in ICAR of ipsilateral uterine horns

Term	Count	*P*-value
Up-regulated genes		
GO:0008152 ~ metabolic process	38	0.0033
GO:0044237 ~ cellular metabolic process	29	0.0242
GO:0044249 ~ cellular biosynthetic process	15	0.0345
GO:0048878 ~ chemical homeostasis	5	0.0423
Down-regulated genes		
GO:0008152 ~ metabolic process	66	<0.0001
GO:0044237 ~ cellular metabolic process	8	<0.0001
GO:0009987 ~ cellular process	11	0.0001
GO:0044238 ~ primary metabolic process	11	0.0009
GO:0019538 ~ protein metabolic process	23	0.0023

### Gene expression profiles of CAR and ICAR in contralateral uterine horns

A total of 443 and 257 genes were differentially expressed in CAR and ICAR of the contralateral uterine horn of RB cows, respectively when compared with non-RB cows (adjusted *P*-value <0.05, fold-change >1.0). 

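In CAR of the contralateral horn, Table S3 uses the arrays analysed here except non-RB replicate 2, in whose place stands another array that was not analysed here, and the paper gives no reason. Over the 7 arrays without non-RB replicate 2, limma called 0 of 13135 probes at an adjusted p under 0.05 (smallest adjusted p 0.0869), and 609 had an unadjusted p under 0.05. Over all 8 arrays, limma and the methods' t-test called 0 probes, and 228 and 239 had an unadjusted p under 0.05, where chance alone would give about 657. In ICAR, Table S4 averages 7 arrays, without non-RB replicate 1, again with no reason given. Over these 7, limma called 1 of 12980 probes, the probe BE667253, which was singled out after its value was seen, with a log2 difference of -2.27 (standard error 0.18, limma adjusted p = 0.0315). At an unadjusted p under 0.05 there were 322 probes. Over all 8 ICAR arrays both tests called 0 probes, with a smallest adjusted p over 0.99 in limma, and 208 in limma and 262 in the methods' t-test had an unadjusted p under 0.05, against about 649 from chance alone. With the scan session as a block the unadjusted counts were 990 in CAR and 382 in ICAR, and 0 probes were called. Leaving out RB replicate 2 lowered the counts to 120 in CAR and 123 in ICAR, and leaving out RB replicate 1 raised that of ICAR to 423.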

All data of individual gene changes in CAR and ICAR are available in Additional file 1: Tables S3 and S4, respectively. Out of these, 333 genes were up-regulated and 110 genes were down-regulated in CAR, whereas 121 genes were up-regulated and 136 genes were down-regulated in ICAR. 

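For the contralateral horn, the 257 log2 folds of Table S4 differed by at most 6.54e-06 from those over the 7 ICAR arrays without non-RB replicate 1. Over all 8 ICAR arrays, 237 had the same direction, with a correlation across probes of 0.897, and 110 had a p under 0.05 in the methods' t-test. For Table S3, the values of the array in the place of non-RB replicate 2 were solved from the listed folds, and again from the averages listed for the contralateral horn of non-RB cows. The 2 solutions differed by an SD of 2.08e-05 over the 443 probes, against an SD of 2.73 of the solved values themselves. The solved values had a correlation of 0.857 with non-RB replicate 2 of CAR contralateral and of 0.980 with non-RB replicate 2 of CAR ipsilateral, the closest array, from which they differed by an SD of 0.50. With RB replicate 1 of ICAR contralateral, an array of another cow and group, the correlation was 0.978. These correlations therefore do not tell which cow the solved array came from. Correlations across probes do not count probes as independent replicates. Over the 7 CAR arrays analysed here without non-RB replicate 2, 443 of 443 probes had the direction of Table S3 and 243 a p under 0.05 in the methods' t-test. Over all 8 CAR arrays, 396 had that direction and 89 such a p. The listed p-values reach down to 0.000169 in CAR and 0.00120 in ICAR without adjustment, and 0 of them were under 0.05 after Benjamini-Hochberg adjustment over all probes of the array. In limma over all 8 arrays, 59 of the 443 and 70 of the 257 probes had an unadjusted p under 0.05.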

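Without non-RB replicate 2, limma gave 493 probes higher and 116 lower in CAR of RB cows at an unadjusted p under 0.05. Over all 8 arrays there were 158 higher and 70 lower, and after quantile normalization 100 higher and 135 lower. In ICAR there were 207 higher and 115 lower over the 7 arrays of Table S4, and 91 higher and 117 lower over all 8. Quantile normalization gave 69 higher and 138 lower in ICAR, and normexp background correction 11 higher and 103 lower. With normexp the median log2 difference of all probes in ICAR shifted by -0.22.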

The top 10 up- and down-regulated known genes in CAR are shown in Table 6. 

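In CAR of the contralateral horn, GSTA3 had a log2 signal of -2.89 ± 1.63 (SD, n = 4) in RB cows and of -6.91 ± 0.80 (SD, n = 3) in non-RB cows over the arrays of Table S3 analysed here. The difference was 4.02 (standard error 0.84, limma p = 0.00143, adjusted p = 0.967; exact permutation test, p = 0.0571), a fold of 16.2. Non-RB replicate 2, in whose place the study used another array, had a signal of -4.78. With it the difference was 3.49 (standard error 0.86, limma p = 0.00275; exact permutation test, p = 0.0571), a fold of 11.2, and rank 2 among the rises over either set of arrays. RB replicate 4 lay at -5.32, below 1 of the 4 non-RB arrays and apart from the other RB arrays, which lay between -2.24 and -1.90.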

Similar to CAR of the ipsilateral side, the most pronounced up-regulated gene in RB cows was *GSTA3* (Glutathione *S*-transferase, alpha 3; 12.7-fold). The most down-regulated gene in RB cows was *SLC39A2* (Solute carrier family 39 (zinc transporter), member 2; 2.7-fold). 

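SLC39A2 was read by probe ABR3709, which the files name BE665878. Over the arrays of Table S3 analysed here its log2 signal was 1.86 ± 0.48 (SD, n = 4) in RB and 3.01 ± 0.27 (SD, n = 3) in non-RB cows. The difference of -1.14 (standard error 0.30, limma p = 0.00484, adjusted p = 0.973; exact permutation test, p = 0.0286) is a fold of 2.21 and rank 72 among the falls. Non-RB replicate 2, in whose place the study used another array, had an SLC39A2 signal of 3.61. With it the difference was -1.29 (standard error 0.31, limma p = 0.0022), a fold of 2.45 and rank 36, and every RB array lay below every non-RB array (exact permutation test, p = 0.0286).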

Table 7 shows the top five functional annotations of DEG in CAR between RB and non-RB cows. Biological functions of positive regulation of biological process, positive regulation of cellular process, organ morphogenesis, anatomical structure morphogenesis, and anatomical structure development were highly enriched in up-regulated genes, whereas biological functions of regulation of protein kinase activity, regulation of kinase activity, regulation of transferase activity and carboxylic acid metabolic process were highly enriched in down-regulated genes.

**Table 6:** Top 10 up- and down-regulated known genes in CAR of contralateral uterine horns of RB cows

GenBank accession ID	Gene symbol	Gene description	Fold change	*P*-value
Up-regulated genes				
NM_001077112	GSTA3	Glutathione S-transferase, alpha 3	12.7	0.0080
NM_001014878	PIPOX	Pipecolic acid oxidase	8.4	0.0261
NM_001024569	ELF5	E74-like factor 5 (ets domain transcription factor)	4.3	0.0173
NM_173981	ACAN	Aggrecan	3.0	0.0420
NM_174404	NRXN1	Neurexin 1	3.0	0.0065
NM_001079771	SMOC1	SPARC related modular calcium binding 1	2.7	0.0104
NM_001034351	TNNC1	Troponin C type 1 (slow)	2.6	0.0142
NM_173945	NTS	Neurotensin	2.6	0.0289
NM_001206196	KLHL24	Kelch-like 24 (Drosophila)	2.4	0.0345
NM_001046585	CCL14	Chemokine (C-C motif) ligand 14	2.4	0.0358
Down-regulated genes				
NM_001205648	SLC39A2	Solute carrier family 39 (zinc transporter), member 2	2.7	0.0110
XM_002687754	PLEKHA5	Pleckstrin homology domain containing, family A member 5	2.2	0.0181
NM_001077962	STAC	SH3 and cysteine rich domain	2.0	0.0456
NM_001098061	SQLE	Squalene epoxidase	2.0	0.0268
NM_174145	PKP1	Plakophilin 1 (ectodermal dysplasia/skin fragility syndrome)	1.9	0.0304
NM_001098938	CYP39A1	Cytochrome P450, family 39, subfamily A, polypeptide 1	1.9	0.0262
NM_174489	VLDLR	Very low density lipoprotein receptor	1.9	0.0063
NM_001034660	SLC5A11	Solute carrier family 5 (sodium/glucose cotransporter), member 11	1.8	0.0061
NM_001075803	FH	Fumarate hydratase	1.8	0.0009
NM_001099399	CMTM3	CKLF-like MARVEL transmembrane domain containing 3	1.8	0.0434

**Table 7:** Top 5 functional annotations of up- and down-regulated genes in CAR of contralateral uterine horns

Term	Count	*P*-value
Up-regulated genes		
GO:0048518 ~ positive regulation of biological process	25	<0.0001
GO:0048522 ~ positive regulation of cellular process	22	<0.0001
GO:0009887 ~ organ morphogenesis	12	<0.0001
GO:0009653 ~ anatomical structure morphogenesis	16	0.0001
GO:0048856 ~ anatomical structure development	24	0.0002
Down-regulated genes		
GO:0045859 ~ regulation of protein kinase activity	5	0.0029
GO:0043549 ~ regulation of kinase activity	5	0.0035
GO:0051338 ~ regulation of transferase activity	5	0.0040
GO:0043436 ~ oxoacid metabolic process	7	0.0075
GO:0019752 ~ carboxylic acid metabolic process	7	0.0075

Table 8 shows the top 10 up- and down-regulated known genes in ICAR. 

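In ICAR of the contralateral horn, PIPOX was read by probe ABR8834 and IFIH1 by probe ABR9732. Over the arrays of Table S4, PIPOX had a log2 signal of -3.91 ± 1.13 (SD, n = 4) in RB and -7.06 ± 1.16 (SD, n = 3) in non-RB cows, and was well above background on 2 of these 3 non-RB arrays. Its difference was 3.14 (standard error 0.72, limma p = 0.00261, adjusted p = 0.997; exact permutation test, p = 0.0286), a fold of 8.84 and rank 3 among the rises. Non-RB replicate 1, which the paper left out without giving a reason, had a PIPOX signal of -5.86. With it the difference was 2.85 (standard error 0.68, limma p = 0.00234), a fold of 7.19 and rank 4 (exact permutation test, p = 0.0286). With normexp background correction it was 1.13, with an unadjusted p no longer under 0.05 in limma. IFIH1 had a log2 signal of -4.10 ± 0.33 in RB and -2.11 ± 1.53 in non-RB cows over the arrays of Table S4. Its difference was -1.99 (standard error 0.64, limma p = 0.0147; exact permutation test, p = 0.0571), a fold of 3.97 and rank 11 among the falls. Non-RB replicate 1 had an IFIH1 signal of -2.01, and with it the difference was -2.01 (standard error 0.56, limma p = 0.00588), a fold of 4.04 (exact permutation test, p = 0.0571). With the scan session as a block it was -1.76, and its unadjusted p was not under 0.05 in limma.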

The highest increase and decrease in gene expression in RB cows were found for *PIPOX* (Pipecolic acid oxidase; 8.8-fold) and *IFIH1* (Interferon induced with helicase C domain 1; 4.0-fold), respectively. The top five functional annotations of DEG in the ICAR of contralateral uterine horns between RB and non-RB cows are listed in Table 9. The GOs containing genes regulating gene expression, regulation of primary metabolic process, regulation of macromolecule metabolic process, metabolic process and regulation of metabolic process were highly enriched in up-regulated genes. In down-regulated genes, the GO terms involved in primary metabolic process, transport, establishment of localization, localization and metabolic process were highly enriched.

**Table 8:** Top 10 up- and down-regulated known genes in ICAR of contralateral uterine horns of RB cows

GenBank accession ID	Gene symbol	Gene description	Fold change	*P*-value
Up-regulated genes				
NM_001014878	PIPOX	Pipecolic acid oxidase	8.8	0.0156
NM_174278	CNGA1	Cyclic nucleotide gated channel alpha 1	6.8	0.0390
NM_001033608	GSTA3	Glutathione S-transferase, alpha 3	6.6	0.0340
NM_001046400	MIF	Macrophage migration inhibitory factor (glycosylation-inhibiting factor)	3.1	0.0118
NM_001046400	ZNRD1	Zinc ribbon domain containing 1	2.8	0.0400
NM_001206196	KLHL24	Kelch-like 24 (Drosophila)	2.6	0.0212
NM_001076517	LY6D	Lymphocyte antigen 6 complex, locus D	2.5	0.0414
NM_001035473	GK5	Glycerol kinase 5	2.2	0.0210
NM_001075890	KLK10	Kallikrein-related peptidase 10	2.1	0.0445
NM_001083791	SH3BGRL2	SH3 domain binding glutamic acid-rich protein like 2	1.9	0.0030
Down-regulated genes				
XM_002685338	IFIH1	Interferon induced with helicase C domain 1	4.0	0.0485
NM_001101195	KCNA2	Potassium voltage-gated channel, shaker-related subfamily, member 2	3.5	0.0204
NM_180998	LTF	Lactotransferrin	2.9	0.0286
NM_001076843	SLC30A3	Solute carrier family 30 (zinc transporter), member 3	2.6	0.0289
NM_001076494	C8H8orf13	Chromosome 8 open reading frame 13 ortholog	2.5	0.0406
NM_001105411	GFRA1	GDNF family receptor alpha 1	2.5	0.0383
NM_174018	CFTR	Cystic fibrosis transmembrane conductance regulator (ATP-binding cassette sub-family C, member 7)	2.5	0.0316
NM_001077941	MARCH3	Membrane-associated ring finger (C3HC4) 3	2.5	0.0158
NM_173959	SCD	Stearoyl-CoA desaturase (delta-9-desaturase)	2.0	0.0096
NM_174602	SLC2A1	Solute carrier family 2 (facilitated glucose transporter), member 1	1.9	0.0057

**Table 9:** Top 5 functional annotations of up- and down-regulated genes in ICAR of contralateral uterine horns

Term	Count	*P*-value
Up-regulated genes		
GO:0010467 ~ gene expression	17	0.0004
GO:0080090 ~ regulation of primary metabolic process	19	0.0013
GO:0060255 ~ regulation of macromolecule metabolic process	19	0.0015
GO:0008152 ~ metabolic process	38	0.0033
GO:0019222 ~ regulation of metabolic process	19	0.0040
Down-regulated genes		
GO:0044238 ~ primary metabolic process	34	0.0023
GO:0006810 ~ transport	17	0.0025
GO:0051234 ~ establishment of localization	17	0.0026
GO:0051179 ~ localization	18	0.0027
GO:0008152 ~ metabolic process	35	0.0028

### Gene expression profiles of whole uterus

To characterize differential global gene expression profiles in the endometrium of RB and non-RB cows not only locally in each endometrial compartment but also globally in the uterus, we also performed bioinformatics analysis by combining the microarray gene data sets of four endometrial compartments in each cow as whole uterus. 

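For the whole uterus, the log2 values of the 4 arrays of each cow were averaged, which gave 4 RB and 4 non-RB values per probe, since arrays of the same cow are not independent samples. The paper's methods count each array as a sample, 16 per group. The 12919 probes well above background on at least 8 of the 32 arrays were compared with limma, and a probe was counted where its fold was also above 2. The number of cows limits the precision.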

A total of 76 genes were found to be differentially expressed in the whole uterus of RB cows when compared with non-RB cows (adjusted *P*-value <0.05, fold-change >2.0). Among these, 37 genes were up-regulated and 39 genes were down-regulated. 

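Over the 8 cow means, limma called 0 probes at an adjusted p under 0.05 (smallest adjusted p 0.704), and 53 had an unadjusted p under 0.05 and a fold above 2. Without the fold threshold there were 286, where chance alone would give about 646. The methods' t-test on the 8 cow means also called 0 probes and gave 28 at an unadjusted p under 0.05 and a fold above 2. Taking each of the 32 arrays as a sample, as in the paper's methods, the methods' t-test called 20 probes after adjustment and gave 92 before it. Limma on the 32 arrays as independent samples called 24 and gave 96, and with the cow as a random block it called 0 and gave 73. Limma with the slide as a block on the 32 arrays gave 270 probes before and 17 after adjustment. In that fit the group difference rests on slides 6 and 8, and so on RB replicates 1 and 4 of the RB cows. Over the 15 RB and 14 non-RB arrays that stand in Tables S1 to S4, a set chosen after the data were seen, the methods' t-test called 49 probes and gave 129 before adjustment. Leaving out a cow gave between 36 probes, without RB replicate 2, and 135, without RB replicate 1, at an unadjusted p under 0.05, and 0 called.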

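Of the 53 probes at an unadjusted p under 0.05 and a fold above 2 over the cow means, 37 were higher and 16 lower in RB cows. With normexp background correction 7 were higher and 7 lower. The methods' t-test on 16 against 16 arrays gave 56 higher and 36 lower, and 11 higher and 9 lower after adjustment.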

All up- and down-regulated known genes in the whole uterus are shown in Table 10. The most pronounced up- and down-regulated gene expression in RB cows was found for *PRSS2* (Protease, serine, 2 (trypsin 2); 12.3-fold) and *CHGA* (Chromogranin A (parathyroid secretory protein 1); 3.9-fold), respectively.

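PRSS2 was read by probe ABR1703, which the files name TRYP8, and was well above background on 16 of 16 RB arrays and 13 of 16 non-RB arrays. Its log2 signal over the cow means was -2.60 ± 4.03 (SD, n = 4) in RB and -6.05 ± 1.72 (SD, n = 4) in non-RB cows. The difference was 3.45 (standard error 1.75, limma p = 0.0786, adjusted p above 0.99), a fold of 11.0 and rank 2 among the rises, and did not hold up against the spread between cows (exact permutation test, p = 0.114). Without RB replicate 3, whose PRSS2 signal lies between 3.12 and 3.61 in the 4 compartments, the difference was 1.47. Its unadjusted p was under 0.05 where the 32 arrays were used as independent samples, in limma or in the methods' t-test, with the cow as a random block, with the slide as a block, and without RB replicate 1. CHGA, read by probe ABR73, had a log2 signal of 1.85 ± 1.39 in RB and 3.66 ± 1.22 in non-RB cows. Its difference was -1.82 (standard error 0.75, limma p = 0.0373), a fold of 3.52 and rank 5 among the falls (exact permutation test, p = 0.0857). With the slide as a block, where only RB replicates 1 and 4 share slides with non-RB cows, CHGA differed by -0.39. That setting, the methods' test on the cow means and the removal of any of 6 of the 8 cows each took its unadjusted p above 0.05.

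**Figure D3:**
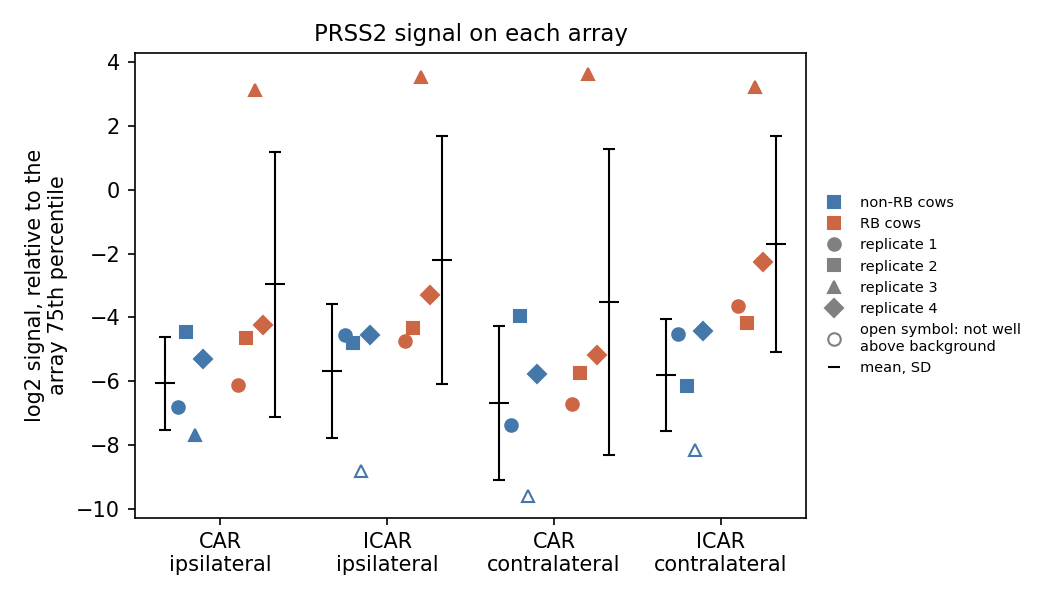
Log2 signal of PRSS2 relative to the 75th percentile of the array (y axis) on each array, by compartment and horn (x axis), with non-RB cows in blue, RB cows in orange, the replicate number as the symbol, open symbols for arrays not well above background, and bars for the mean and SD of 4 arrays. RB replicate 3 lies between 3.12 and 3.61 in the 4 compartments, above every other array.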

**Table 10:** Up- and down-regulated known genes in whole uterus of RB cows as compared with non-RB cows

GenBank accession ID	Gene symbol	Gene description	Fold change	*P*-value
Up-regulated genes				
NM_174690	PRSS2	Protease, serine, 2 (trypsin 2)	12.3	0.0018
NM_001077112	GSTA3	Glutathione S-transferase, alpha 3	6.7	0.0002
NM_001014878	PIPOX	Pipecolic acid oxidase	6.4	<0.0001
NM_174278	CNGA1	Cyclic nucleotide gated channel alpha 1	4.3	0.0024
S82409	IGG1C	IgG1 heavy chain constant region	3.7	0.0081
BC112657	Vl1a	Immunoglobulin lambda light chain variable region	3.7	0.0076
S82407	IgCgamma	IgG2a heavy chain constant region	3.4	0.0347
NM_001025346	DAPL1	death associated protein-like 1	3.4	0.0075
NM_001080353	PI3	Peptidase inhibitor 3, skin-derived (SKALP)	3.2	0.0022
NM_001166616	C5	Complement component 5	2.8	0.0044
NM_001024569	ELF5	E74-like factor 5 (ets domain transcription factor)	2.8	0.0047
NM_001075910	CCDC113	Coiled-coil domain containing 113	2.7	0.0432
NM_173945	NTS	Neurotensin	2.6	<0.0001
NM_001034351	TNNC1	Troponin C type 1 (slow)	2.5	0.0004
NM_001206196	KLHL24	Kelch-like 24 (Drosophila)	2.5	<0.0001
NM_001046400	ZNRD1	zinc ribbon domain containing 1	2.3	<0.0001
NM_001193109	SDCCAG8	Serologically defined colon cancer antigen 8	2.2	0.0001
NM_174010	CD36	CD36 molecule (thrombospondin receptor)	2.2	0.0073
XM_588022	SPOPL	Speckle-type POZ protein-like	2.2	<0.0001
NM_173880	H4	Histone H4	2.1	0.0033
NM_001098155	ZNF322A	Zinc finger protein 322A	2.1	0.0005
NM_001035380	GC	Group-specific component (vitamin D binding protein)	2.0	0.0269
NM_001035473	GK5	Glycerol kinase 5	2.0	0.0003
Down-regulated genes				
NM_181005	CHGA	Chromogranin A (parathyroid secretory protein 1)	3.9	0.0005
NM_001076073	KRT35	Keratin 35	3.3	0.0011
NM_001034728	THBS4	Thrombospondin 4	3.2	<0.0001
NM_001206057	CPXM2	Carboxypeptidase X (M14 family), member 2	3.1	<0.0001
NM_001143735	PRF1	Perforin 1 (pore forming protein)	3.0	0.0090
NM_001002763	CDH1	Cadherin 1, type 1, E-cadherin (epithelial)	2.9	0.0097
NM_176851	FUT5	Fucosyltransferase 5 (alpha (1,3) fucosyltransferase)	2.7	0.0038
XM_002685338	IFIH1	Interferon induced with helicase C domain 1	2.5	0.0040
NM_001081734	MOCS3	Molybdenum cofactor synthesis 3	2.5	0.0465
NM_174039	DPP4	Dipeptidyl-peptidase 4	2.4	0.0158
NM_001102080	CSNK1D	Casein kinase 1, delta	2.3	0.0144
NM_001102060	TBC1D10C	TBC1 domain family, member 10C	2.3	0.0391
NM_001081539	C11H2orf49	Chromosome 11 open reading frame, human C2orf49	2.3	0.0354
AF068848	VpreB	Surrogate light chain	2.3	0.0204
NM_001127317	MIC1	Major histocompatibility class I related protein	2.2	0.0135
NM_205801	CLDN3	Claudin 3	2.2	0.0196
NM_001077887	CLASRP	CLK4-associating serine/arginine rich protein	2.2	0.0245
NM_174513	ADAP1	ArfGAP with dual PH domains 1	2.1	0.0169
NM_001105478	SSLP1	Secreted seminal-vesicle Ly-6 protein 1	2.1	0.0004
NM_001077962	STAC	SH3 and cysteine rich domain	2.1	<0.0001
XM_002687754	PLEKHA5	Pleckstrin homology domain containing, family A member 5	2.1	0.0003
NM_001101239	GRP	Gastrin-releasing peptide	2.1	0.0059
NM_001205648	SLC39A2	Solute carrier family 39 (zinc transporter), member 2	2.0	0.0001

### Validation of gene expression by qPCR

We selected the top two and top five up- and down-regulated known genes in each endometrial compartment and whole uterus between RB and non-RB cows, respectively to validate the changes in gene expression obtained from microarray analysis by qPCR. qPCR analysis clearly confirmed the microarray results in each endometrial compartment except for *FAM83D* (Fig. 1h), *SLC39A2* (Fig. 2c), *PLEKHA5* (Fig. 2d) and *IFIH1* (Fig. 2g). In the whole uterus, the microarray results were confirmed except for *PRF1* (Fig. 3j).

**Fig. 1:**
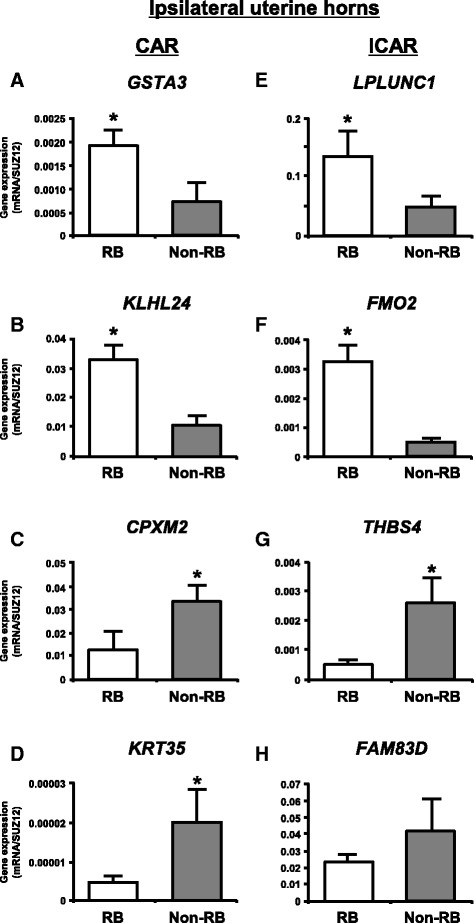
qPCR analysis of top two up- and down-regulated known genes in ipsilateral uterine horns between RB and non-RB cows for validation of the gene expression changes obtained from microarray analysis. **a**, **b**, **c** and **d** CAR and **e**, **f**, **g** and **h** ICAR. **a**, **b**, **e** and **f** up-regulated known genes in RB cows when compared with non-RB cows. **c**, **d**, **g** and **h**) down-regulated known genes in RB cows when compared with non-RB cows. The expression of mRNA was normalized to the expression of *SUZ12* measured in the same RNA preparation. Data are shown as the mean ± SEM. Asterisks show significant differences (*P* < 0.05)

**Fig. 2:**
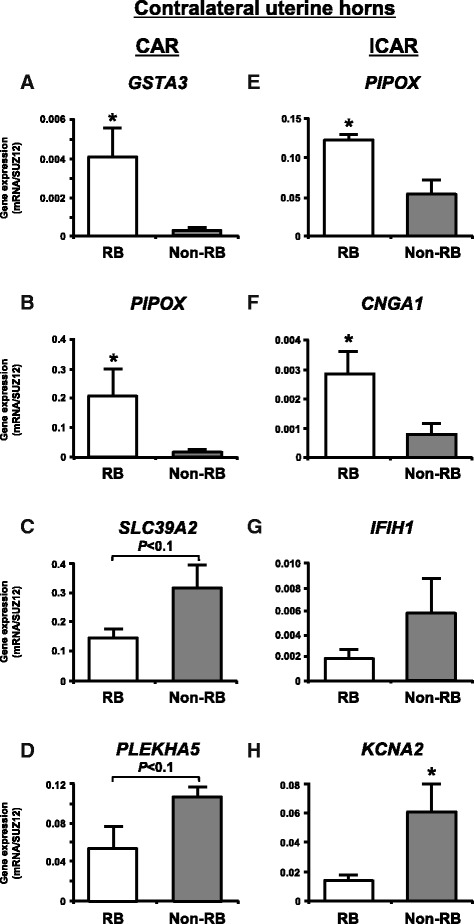
qPCR analysis of top two up- and down-regulated known genes in contralateral uterine horns between RB and non-RB cows for validation of the gene expression changes obtained from microarray analysis. **a**, **b**, **c** and **d** CAR and **e**, **f**, **g** and **h** ICAR. **a**, **b**, **e** and **f** up-regulated known genes in RB cows when compared with non-RB cows. **c**, **d**, **g** and **h** down-regulated known genes in RB cows when compared with non-RB cows. The expression of mRNA was normalized to the expression of *SUZ12* measured in the same RNA preparation. Data are shown as the mean ± SEM. Asterisks show significant differences (*P* < 0.05)

**Fig. 3:**
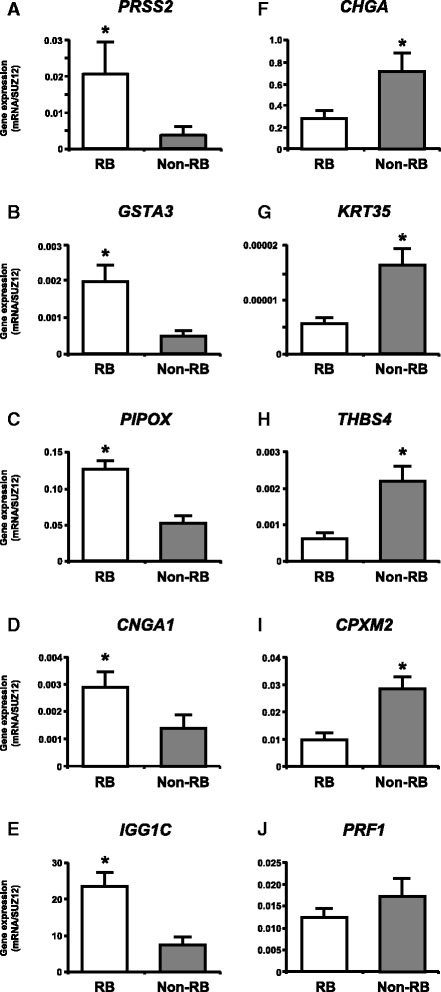
qPCR analysis of top five up- and down-regulated known genes in whole uterus between RB and non-RB cows for validation of the gene expression changes obtained from microarray analysis. **a**, **b**, **c**, **d**, **e** up-regulated known genes in RB cows when compared with non-RB cows. **f**, **g**, **h**, **i**, **j** down-regulated known genes in RB cows when compared with non-RB cows. The expression of mRNA was normalized to the expression of *SUZ12* measured in the same RNA preparation. Data are shown as the mean ± SEM. Asterisks show significant differences (*P* < 0.05)

### Protein localization of CHGA, GSTA3 and PRSS2 in the endometrium of RB and non-RB cows

Figure 4 shows the results of immunohistochemistry for CHGA, GSTA3 and PRSS2 in the endometrial tissues of ipsilateral uterine horns of RB and non-RB cows on Day 15 of the estrous cycle. In both RB and non-RB cows, a distinct CHGA signal was found in the uterine luminal epithelium and a part of uterine stroma under the epithelium (Fig. 4a and c). CHGA protein was also detected moderately in the glandular epithelium in both RB and non-RB cows and in the uterine stroma in RB cows (Fig. 4b and d). A positive GSTA3 signal was detected in the uterine luminal, uterine stroma and glandular epithelium in RB cows (Fig. 4e and f), whereas positive staining was not observed in non-RB cows (Fig. 4g and h). PRSS2 protein was moderately detected in the uterine luminal epithelium and glandular epithelium, and partially intense staining was observed in the uterine stroma under the epithelium in both RB and non-RB cows (Fig. 4i,j,k and l).

**Fig. 4:**
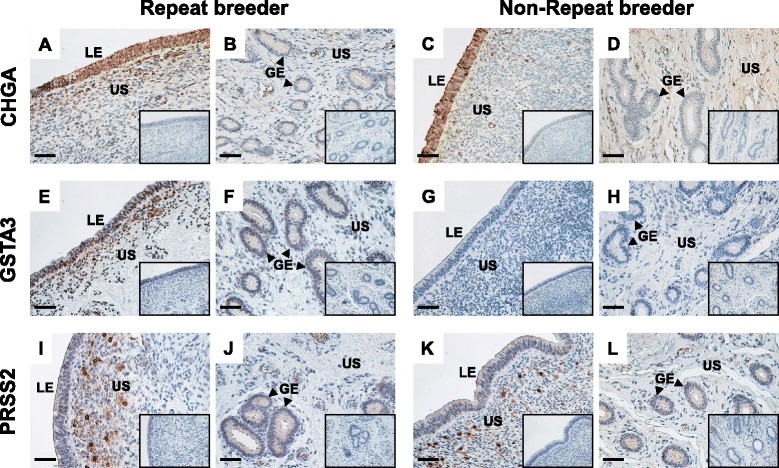
Representative photomicrographs of protein localization of CHGA, GSTA3 and PRSS2 in endometrial tissue from RB and non-RB cows on Day 15 of estrous cycle. Protein localization of (**a**, **b**, **c** and **d**) CHGA, (**e**, **f**, **g** and **h**) GSTA3 and (**i**, **j**, **k** and **l**) PRSS2 in endometrial tissue from RB (**a**, **b**, **e**, **f**, **i** and **j**) and non-RB (**c**, **d**, **g**, **h**, **k** and **l**) cows was detected by immunohistochemistry. Seven-micrometer sections of bovine endometrial tissues of ipsilateral uterine horns on Day 15 of estrous cycle were immunostained with anti-human CHGA, anti-human GSTA3 and anti-bovine PRSS2 polyclonal antibodies. Positive staining of CHGA and PRSS2 were found in the uterine luminal epithelium, uterine stroma and glandular epithelium of both RB and non-RB cows. GSTA3 was detected in the uterine luminal, uterine stroma and glandular epithelium in RB cows, whereas positive staining was not observed in non-RB cows. No signal was detected in the negative control sections using normal rabbit IgG (inserted panels). LE, luminal epithelium; US, uterine stroma; GE, glandular epithelium. Scale bars = 50 μm

## Discussion

This is the first study to investigate global gene expression profiles of endometrium between RB and non-RB cows in both each endometrial compartments and the whole uterus. 

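Of the 1328 probes listed in Tables S1 to S4, 1171 stand in 1 table, 141 in 2, 15 in 3 and 1 in all 4. A probe past a threshold in a single compartment is not shown to differ between compartments, so the difference of the RB effect was tested itself. Between CAR and ICAR, limma called 0 of the probes tested at an adjusted p under 0.05, and 114 had an unadjusted p under 0.05. Between the horns it called 0, with 773 at an unadjusted p under 0.05. The smallest adjusted p between the horns was 0.799.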

As we hypothesized, the microarray analysis identified a number of characteristic up- and down-regulated genes specific to each of four endometrial compartments of RB cows. The RB cows used in this study had experienced pregnancy and then became infertile. Thus, long-term infertility in the RB cows may be associated with alteration of endometrial function. Our results support that alteration of uterine environment, which may be induced by changes in the endometrial gene expression, could be a possible involvement of low fertility in the RB cattle.

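The GSTA3 signal rose in RB cows by 2.19 more (log2) in CAR than in ICAR, averaged over the horns, a difference between compartments that did not hold up in an exact permutation test over the cows (p = 0.2, adjusted p = 0.825 over 20 such tests of 10 genes). Between the ipsilateral and the contralateral horn the difference in the RB effect of GSTA3 was 0.56 (exact permutation test, p = 0.343). The mean of each cow over the 4 compartments was -2.39, -1.74, -2.92 and -4.82 in RB replicates 1 to 4, and -4.07, -5.55, -5.83 and -6.67 in non-RB replicates 1 to 4. RB replicate 4 was the lowest RB array in 3 of the 4 compartments.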

Even though the endometrial gene expression profiles were regionally different in the endometrial compartments, *GSTA3* was identified as the most pronounced up-regulated gene in the CAR of both ipsilateral and contralateral uterine horn. GSTA3 is a member of the class Alpha GST isoenzymes which exert a critical role in the detoxification of electrophilic decomposition products generated by reactive oxygen species (ROS) and metabolism of xenobiotics through glutathione conjugation with electrophilic compounds [34–37]. Similar to our results, a recent study has demonstrated that cows with low endometrial receptivity of the embryo show a higher expression of several oxidative stress-response genes in the endometrium compared with highly receptive cows at Day 7 of the estrous cycle [7]. Both oxidative stress and xenobiotics are directly responsible for not only an increase in embryonic mortality but also an alteration of uterine function inducing severe gynecological diseases such as endometriosis and preeclampsia [38–42]. We suppose that the CAR of RB cows may be accompanied by enhanced detoxification and elimination of ROS and xenobiotics. Another important contribution of GSTA3 isomerase is in the biosynthesis of steroids, especially testosterone and P4 in active steroidogenic tissues [43]. Progesterone inhibits endometrial epithelial cell proliferation, adenogenesis and uterine gland development [44, 45]. A previous study showed that RB cows had higher concentrations of P4 receptor in the endometrium than non-RB cows, implying the existence of a local hormonal imbalance in RB cows [46]. In the present study, the *GSTA3* was also highly expressed in the ICAR of RB cows compared with non-RB cows. In addition, immunohistochemistry revealed that a strong signal of GSTA3 protein was detected in the uterine luminal and glandular epithelium and stroma in RB cows. 

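In ICAR of the ipsilateral horn the log2 signal of GSTA3 was -2.52 ± 1.91 (SD, n = 4) in RB and -4.38 ± 2.73 (SD, n = 4) in non-RB cows. The difference of 1.86 (standard error 1.35, limma p = 0.199; exact permutation test, p = 0.343) was within the spread between arrays. Without non-RB replicate 1, which lies at -0.59, it was 3.12, with an unadjusted p under 0.05 in limma. In ICAR of the contralateral horn the study's Table S4 leaves out non-RB replicate 1, with a GSTA3 signal of 0.13. Over its 7 arrays the difference was 2.73 (standard error 0.77, limma p = 0.00825, adjusted p = 0.997; exact permutation test, p = 0.0286), a fold of 6.63, with a non-RB mean of -6.47 ± 0.68. With the scan session as a block, over all 8 arrays, it was 1.72 with an unadjusted p under 0.05 in limma. Without the block it was 1.08 (standard error 1.51, limma p = 0.493; exact permutation test, p = 0.571). From the higher GSTA3 expression in CAR and the role of the enzyme in conjugating electrophilic compounds with glutathione, the paper proposes that CAR of RB cows may be accompanied by enhanced detoxification.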

GSTA3 may also be involved in ICAR functions in RB cows by mediating steroidogenesis.

Gene ontology analysis using DAVID revealed that a number of biological processes and functions were different between RB and non-RB cows in both CAR and ICAR. In the CAR of RB cows, genes involved in development and morphogenesis were mainly up-regulated. These genes included 14 and 9 genes regulating embryo development and vasculature development, respectively. The CAR eventually attaches with the trophoblast to give rise to the maternal side of the placentome in pregnant animals [22, 23]. Up-regulation of the genes involved in embryo and vasculature development in the CAR may contribute to the success of implantation and following placental formation at the maternal-fetal interface. An increase in the regulation of these genes in the CAR may be one of the characteristics of the RB uterus. In the ICAR of both the ipsilateral and contralateral uterine horns, genes related to metabolic processes were predominantly enriched in both up- and down-regulated genes in RB cows compared with non-RB cows. The ICAR is a specific compartment containing the uterine glands, which synthesize and secrete various metabolites and histotroph required for estrous cyclicity or development of the conceptus [24]. Alterations of endometrial metabolic processes in RB cows may seriously affect maintenance of uterine function.

The DAVID analysis also revealed that the CAR of the ipsilateral uterine horn of RB cows is characterized by down-regulation of a number of genes associated with cytoskeleton organization, cell adhesion and cellular component organization compared with non-RB cows. Previous global gene expression studies in bovine endometrium showed that profiles of the genes assigned to these functional categories changes during estrous cycle and peri-implantation [11–13], suggesting that these biological functions may be responsible for the regulation of uterine environment. Additionally, the endometrial cell adhesion molecules play a role in conceptus-endometrium attachment at implantation. A direct comparison of cyclic and pregnant endometrium found cell adhesion and cytoskeleton organization molecules affected by pregnancy in both CAR and ICAR [13]. Around the implantation period, the ipsilateral uterine horn is the site of first occurrence of conceptus-endometrial contact and modification of cytological character was seen exclusively on the CAR [47, 48]. Therefore, the lower expression of genes regulating cytoskeleton organization and cell adhesion in CAR of RB cows may be associated with inadequate endometrial responsiveness resulting in implantation failure.

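CPXM2 in ICAR of the ipsilateral horn had a log2 signal of -2.34 ± 0.65 (SD, n = 4) in RB and -1.12 ± 0.47 (SD, n = 4) in non-RB cows. The difference was -1.22 (standard error 0.37, limma p = 0.00817), a fold of 2.33, and every RB array lay below every non-RB array (exact permutation test, p = 0.0286). By size it was rank 87 among the falls of all probes tested in ICAR, unnamed ones included. With the slide as a block, which gave -1.35, and with all 32 arrays in one fit its unadjusted p was no longer under 0.05 in limma. In the contralateral horn CPXM2 differed by -1.55 in CAR (exact permutation test, p = 0.0571) and by -1.63 in ICAR (p = 0.114) over all arrays.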

*CPXM2* was included in the top 10 down-regulated genes in both CAR and ICAR of the ipsilateral uterine horn. Previous microarray studies found no differences in *CPXM2* expression in the bovine endometrium between highly fertile and poor fertile, and between highly fertile and subfertile cows at Day 14 of the estrous cycle [9], while expression decreasing at Day 7 compared to Day 3 of estrus in cows with low embryo receptivity [7]. CPXM2 is assumed to be more sensitive to P4 or some CL factors in a poorly fertile endometrium that includes the RB. Although the specific roles of CPXM2 remain unknown, DAVID analysis has assigned it belongs to the biological process of proteolysis and cell adhesion. Thus, *CPXM2* may be related to alteration of endometrial cell adhesion in RB cows, as well as to the above described cell adhesion related genes that are down-regulated in the CAR of the ipsilateral uterine horn of RB cows.

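KLHL24 was read by probe ABR6738, which the files name BE683493, and was well above background on every array. In the ipsilateral horn its log2 difference between RB and non-RB cows was 1.60 in CAR over the 7 arrays of Table S1, and 1.39 over all 8 (standard error 0.43, limma p = 0.00929; exact permutation test, p = 0.0571). In ICAR it was 1.38 (standard error 0.43, limma p = 0.00984; exact permutation test, p = 0.0286). In CAR of the contralateral horn it was 1.54 without non-RB replicate 2 and 1.84 over all 8 arrays (standard error 0.43, limma p = 0.00215; exact permutation test, p = 0.0286). In ICAR it was 1.39 over the 7 arrays of Table S4 and 1.28 over all 8 (standard error 0.35, limma p = 0.00558; exact permutation test, p = 0.0286). The arrays the study left out had KLHL24 signals of -0.88 for RB replicate 4 of CAR ipsilateral, -2.90 for non-RB replicate 2 of CAR contralateral and -1.27 for non-RB replicate 1 of ICAR contralateral. By size, KLHL24 was rank 54, 100, 23 and 81 among the rises of all probes tested in CAR and ICAR of the ipsilateral horn and CAR and ICAR of the contralateral horn.
It is the 1 probe that stands in all of Tables S1 to S4.

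**Figure D4:**
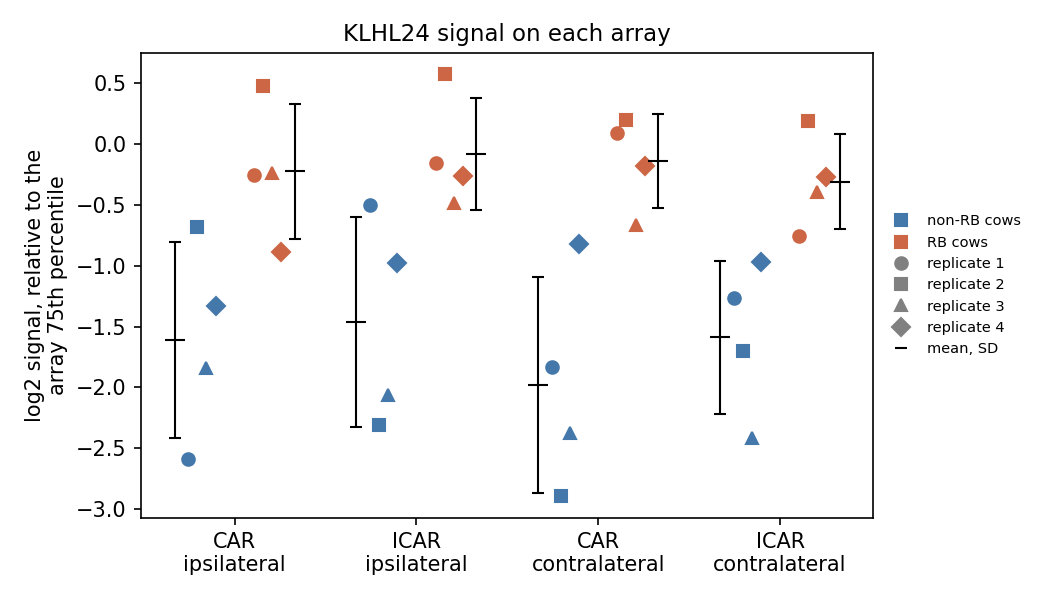
Log2 signal of KLHL24 relative to the 75th percentile of the array (y axis) on each array, by compartment and horn (x axis), with non-RB cows in blue, RB cows in orange, the replicate number as the symbol, and bars for the mean and SD of 4 arrays. The mean of RB cows lies between -0.31 and -0.08 and that of non-RB cows between -1.98 and -1.46.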

*KLHL24* (Kelch-like 24) was the only gene included in the top 10 up-regulated genes in all four endometrial compartments. A member of the KLHL family including KLHL24 is known to be involved in ubiquitination [49, 50]. It has been reported that lower expression of genes associated with ubiquitination in high fertile as compared with subfertile cows [9]. Although the specific roles of KLHL24 have not yet been elucidated, an increase in oxidative stress stimulated *KLHL24* expression in human fibroblast cells [51], leading us to speculate that this gene is up-regulated to counteract cytoskeleton destruction by ROS- induced cell damage and/or to degrade proteins in cells exposed to ROS by ubiquitination reaction. Therefore, high expression of *KLHL24* in RB cows compared with non-RB cows support the possibility that the endometrium of RB cows is under oxidative stress. However, it has been reported that the level of *KLHL24* gene expression at Day 14 of the estrous cycle shows no significant difference among high fertile, low fertile and infertile cows [9]. The functional contribution of endometrial KLHL24 in bovine fertility remains unclear.

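The 20 probes called by the methods' t-test on 16 against 16 arrays and the 24 called by limma on the 32 arrays as independent samples were all among the 53 probes of the cow means. Of the genes named by the study, both of these settings called 4 with a fold above 2, KLHL24, PIPOX, CPXM2 and THBS4. KLHL24 had a log2 difference of 1.47 over the cow means (standard error 0.28, limma p = 0.000467, adjusted p above 0.99), with every RB cow above every non-RB cow (exact permutation test, p = 0.0286). PIPOX had a difference of 2.70 (limma p = 0.00447; exact permutation test, p = 0.0286) and was well above background on 11 of 16 non-RB arrays. Taken as 16 against 16 arrays, the adjusted p of the methods' t-test was 0.0015 for KLHL24, 0.00718 for PIPOX, 0.0204 for CPXM2 and 0.0247 for THBS4.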

Analysis of the combined gene data sets of the four endometrial compartments revealed gene expression profiles of the whole uterus. 

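Averaged over the 4 compartments, PRSS2 had log2 signals of -5.30, -4.72, 3.37 and -3.74 in RB replicates 1 to 4, and of -5.81, -4.83, -8.55 and -5.01 in non-RB replicates 1 to 4. RB replicate 3 lay 7.95 above the mean of the other RB cows. CHGA had signals of 3.88, 0.77, 1.19 and 1.54 in RB replicates 1 to 4, and of 4.50, 4.50, 1.91 and 3.73 in non-RB replicates 1 to 4. GSTA3 over the cow means had a log2 difference of 2.56 between RB and non-RB cows (standard error 0.70, limma p = 0.0046; exact permutation test, p = 0.0571).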

*PRSS2* and *CHGA* were the most pronounced up- and down-regulated genes, respectively. PRSS2 is a member of the trypsin family of serine proteases and degrades type I collagen directly or indirectly by activating several procollagenolytic matrix metalloproteinases (MMPs) [52, 53]. CHGA works as a pro-hormone for pancreastatin, vasostatin and catestatin [54–56]. Full-length CHGA and vasostatin act as anti-angiogenic factors to inhibit two potent angiogenic factors, basic fibroblast growth factor (bFGF) and vascular endothelial growth factor, while CHGA cleaved by thrombin and catestatin promote angiogenesis by inducing the release of bFGF from vascular endothelial cells [57]. In the present study, we found that both PRSS2 and CHGA proteins were localized in the luminal and glandular epithelium and in the stroma of the endometrium. These localizations coincide with the tissue site of gelatinase activity of MMP-2 and the localization of MMPs and bFGF in the bovine endometrium [58–60], suggesting paracrine and autocrine actions of PRSS2 and CHGA with MMPs and bFGF in the bovine endometrium. In addition, genes involved in cell death (*DAPL1* and *PRF1*) or cell attachment (*CD36*, *CDH1*, *CPXM2*, *KRT35* and *THBS4*) were also differentially expressed between RB and non-RB cows. 

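Over the cow means, CPXM2 had a log2 signal of -2.38 ± 1.04 (SD, n = 4) in RB and -0.73 ± 0.42 (SD, n = 4) in non-RB cows, a difference of -1.65 (standard error 0.47, limma p = 0.00575; exact permutation test, p = 0.0286). THBS4 differed by -1.88 (standard error 0.68, limma p = 0.0207; exact permutation test, p = 0.0857) and was well above background on 14 of 16 RB arrays. Leaving out single cows gave -2.39 (without RB replicate 1) to -1.24 (without RB replicate 4) for THBS4. Its unadjusted p was under 0.05 in 7 of 8 such fits and in 9 of 10 other alternatives. The other genes did not reach an unadjusted p of 0.05 over the cow means. By exact permutation tests, the log2 difference was 1.56 for DAPL1 (p = 0.114), well above background on 12 of 16 non-RB arrays, and -0.98 for PRF1 (p = 0.4), well above background on 15 of 16 RB arrays. By the same exact tests it was 0.92 for CD36 (p = 0.229), -0.84 for CDH1 (p = 0.429) and -0.80 for KRT35 (p = 0.429). With the slide as a block on the 32 arrays, DAPL1 differed by 3.08 (limma adjusted p = 0.0326). That difference rests on RB replicates 1 and 4, the only RB cows that share slides with non-RB cows, and counts the arrays of a cow as independent.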

Although further studies are needed to clarify, the endometrium of RB cows might not only be involved in the promotion of tissue remodeling and imbalance of angiogenesis but also in the degradation of cell renewal and tissue structure.

In cattle, around Day 15 of pregnancy is a stage of the beginning of conceptus elongation and maternal recognition of pregnancy [26]. A recent RNA-seq study identified numerous conceptus-expressed ligands that interact with corresponding receptors expressed on the endometrium and vice versa at Day 16 of pregnancy in cattle [61]. In the present study, some genes of endometrium expressed ligands (*CCL4*, *CCL14*, *COL1A2*, *EDN1*, *F2*, *MMP2*, *THBS4* and *TIMP3*) and receptors (*ACVR2B*, *BMPR2*, *CD4*, *CD36*, *IGF2R*, *IL10RB*, *KDR*, *TNFRSF25* and *VLDLR*) that interact with conceptus reported by Mamo et al. were differentially expressed between RB and non-RB cows. In addition, other genes encoding growth factors (*FGF9* and *GDF7*) and cytokines (*CCL8*, *CD14* and *CD53*) were down-regulated in the RB cows as compared with non-RB cows. 

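The 8 ligand genes stand in 10 places of Tables S1 to S4, and in all 10 the direction over all arrays was that of the table, with log2 differences from -1.78 to 1.42. In limma, 7 of the 10 had an unadjusted p under 0.05 over the study's arrays analysed here and 5 over all arrays. These 5 were THBS4 in ICAR ipsilateral, CCL14 in CAR contralateral (log2 difference 1.42; exact permutation test, p = 0.0571), EDN1 in ICAR ipsilateral (0.57, p = 0.0857) and CAR contralateral (1.01, p = 0.0286), and MMP2 in ICAR ipsilateral (-0.95, p = 0.0571). Of the receptor genes, 8 of 9 stand in 11 places, CD36 in none, and all 11 directions were those of the tables, from -1.03 to 0.65. In limma, 8 of the 11 had an unadjusted p under 0.05 over the study's arrays and 4 over all arrays. Those 4 were BMPR2 in CAR ipsilateral (log2 difference 0.65; exact permutation test, p = 0.0286), IGF2R in ICAR contralateral (-0.53, p = 0.0286) and VLDLR in CAR contralateral (-0.96, p = 0.0286) and ICAR contralateral (-1.03, p = 0.0571). Adjusted over the list alone, 4 of the ligand results were under 0.05 (smallest 0.0219) and 0 of the receptor results (smallest 0.058), and adjusted over all probes 0 of either. Since the study chose these lists on these samples, the adjustment over the list alone is not independent evidence.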

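FGF9 in CAR of the ipsilateral horn had a log2 signal of -2.85 ± 0.47 (SD, n = 4) in RB and -1.21 ± 0.61 (SD, n = 4) in non-RB cows over all arrays. Its difference was -1.81 over the arrays of Table S1 and -1.64 over all 8 (standard error 0.36, limma p = 0.00108; exact permutation test, p = 0.0286). GDF7 in the same compartment differed by -0.57 over the arrays of Table S1 (exact permutation test, p = 0.0286) and by -0.25 over all 8 (p = 0.486). CCL8 in ICAR of the ipsilateral horn had a signal of -3.61 ± 0.52 in RB and -4.36 ± 0.32 in non-RB cows, higher in RB cows by 0.75 (standard error 0.30, limma p = 0.0327; exact permutation test, p = 0.0571). CD14 in CAR contralateral differed by -0.40 without non-RB replicate 2 (exact permutation test, p = 0.0571) and by -0.20 over all 8 arrays (p = 0.371). CD53 differed by -0.36 in ICAR ipsilateral (exact permutation test, p = 0.0286) and by -0.32 in CAR contralateral (p = 0.0857). In limma, 1 of these 6 results was under 0.05 adjusted over the list alone, FGF9 with 0.00646, and 0 adjusted over all probes. This list too was chosen by the study on these samples.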

Although the functional role of these two growth factors in bovine endometrium remains to be elucidated, FGF9 induces endometrial stromal cell proliferation [62]. Up-regulation of *FGF9* and *GDF7* expressions were detected in equine and/or swine pregnant endometrium and may be implicated in embryo-maternal communication at early pregnancy [63, 64]. The receptors of these growth factors were expressed in not only endometrium but also conceptus at Day 16 of pregnancy in cattle [61]. Therefore, alteration of the expression of these ligands and receptors in the RB cows may affect conceptus development and maternal recognition of pregnancy if a conceptus presents in the RB cows.

## Conclusion

The results of the present study support the hypothesis that endometrial gene expression profiles are different between RB and non-RB cows. 

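With the 32 arrays as independent samples, compartment and horn in the model and no fold threshold, limma called 47 probes between RB and non-RB cows at an adjusted p under 0.05. That fit counts the 4 arrays of a cow as independent. With the cow as a random block the smallest adjusted p was 0.0952, and over the cow means 0.704, so that 0 probes were called in limma with or without a fold threshold. With the scan session added to the fit of independent arrays it called 44, of which 24 were among the 47. The session itself was called for 6821 of the probes, but 4 of the 8 cows had all their arrays in 1 session, so that differences between cows are counted in it. From the PRSS2 and CHGA differences and the genes of cell death and cell attachment in the whole uterus, the paper proposes, as something still to be clarified, that the endometrium of RB cows might be involved in tissue remodeling and an imbalance of angiogenesis and in a degradation of cell renewal. It takes its results as support for the hypothesis that the profiles of the groups differ.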

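Between CAR and ICAR themselves, with groups and horns averaged over the 32 arrays, limma called 174 probes at an adjusted p under 0.05, 50 higher in CAR and 124 higher in ICAR. With the cow as a block it called 1086, among them all of the 174, with 586 higher in CAR and 500 higher in ICAR. Between the ipsilateral and contralateral horns it called 0 probes, with 176 at an unadjusted p under 0.05, of which 113 were higher in the ipsilateral horn. With the cow as a block it called 1 probe between the horns, EE932638, singled out after its value was seen, with a log2 difference of 0.88 (limma adjusted p = 0.0223). Among the 174 probes called without the block, IL1A and LOC614489 had the largest differences in their directions. IL1A was higher in CAR by 2.17 (standard error 0.50, limma adjusted p = 0.0361) in 15 of 16 pairs of arrays. LOC614489 lay at -2.66 ± 1.81 in CAR and -0.21 ± 1.45 in ICAR (13 of 16 pairs).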

In RB cows, characteristic gene expression was identified in both the CAR and ICAR of both ipsilateral and contralateral uterine horns. The enriched GO terms of these genes were related to cell adhesion and morphogenesis in the CAR and metabolism in the ICAR. These results suggest that local regulation of molecular mechanisms in each endometrial compartment may contribute to normal uterine physiology. Therefore, the identified candidate endometrial genes and functions are likely to be involved in bovine reproductive performance. The present study could provide an information base for understanding underlying molecular pathogenesis and developing a treatment of repeat breeding in cattle from the point of view of endometrial function.

## Additional file

Additional file 1:
**Table S1.** List of up- and down-regulated genes in CAR of ipsilateral uterine horns of RB cows (*n* = 4) on Day 15 of the estrous cycle as compared with non-RB cows (*n* = 4). **Table S2.** List of up- and down-regulated genes in ICAR of ipsilateral uterine horns of RB cows on Day 15 of the estrous cycle as compared with non-RB cows. **Table S3.** List of up- and down-regulated genes in CAR of contralateral uterine horns of RB cows on Day 15 of the estrous cycle as compared with non-RB cows. **Table S4.** List of up- and down-regulated genes in ICAR of contralateral uterine horns of RB cows on Day 15 of the estrous cycle as compared with non-RB cows. 

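Each line of Tables S1 to S4 gives a probe of the array with its unadjusted p, its fold and averages of the normalized log2 values over groups of arrays. The averages listed for the ipsilateral horn of RB cows were matched by the mean of 7 arrays, CAR and ICAR together without RB replicate 4 of CAR. Those for the contralateral horn of RB cows and for the ipsilateral horn of non-RB cows were matched by the means of 8 arrays each. Those for the contralateral horn of non-RB cows left a residual SD between 0.0365 and 0.0503 over the 4 tables. Probes without a gene symbol make up 121, 89, 150 and 81 lines of Tables S1 to S4.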

(XLSX 254 kb)

## Abbreviations

ACVR2B: Activin A receptor type 2B
AI: Artificial insemination
bFGF: Basic fibroblast growth factor
BMPR2: Bone morphogenetic protein receptor type 2
CAR: Caruncular
CCL: Chemokine (C-C motif) ligand
CD4: CD4 molecule
CD14: CD14 molecule
CD36: CD36 molecule
CD53: CD53 molecule
CDH1: Cadherin 1, type 1
CHGA: Chromogranin A
CL: Corpus luteum
COL1A2: Collagen type I alpha 2 chain
CPXM2: Carboxypeptidase X (M14 family), member 2
DAPL1: Death associated protein-like 1
DAVID: Database for annotation, visualization and integrated discovery
DEG: Differentially expressed genes
EDN1: Endothelin 1
F2: Coagulation factor II, thrombin
FAM83D: Protein FAM83D
FGF9: Fibroblast growth factor 9
GDF7: Growth differentiation factor 7
GE: Glandular epithelium
GEO: Gene expression omnibus
GO: Gene ontology
GSTA3: Glutathione S-transferase A3
ICAR: Intercaruncular
IFIH1: Interferon induced with helicase C domain 1
IGF2R: Insulin like growth factor 2 receptor
IL10RB: Interleukin 10 receptor subunit beta
KDR: Kinase insert domain receptor
KLHL24: Kelch-like 24
KRT35: Keratin 35
LE: Luminal epithelium
LPLUNC1: Von Ebner minor salivary gland protein
MMP: Matrix metalloproteinase
P4: Progesterone
PIPOX: Pipecolic acid oxidase
PLEKHA5: Pleckstrin homology domain containing, family A member 5
PRF1: Perforin 1
PRSS2: Trypsin 2
qPCR: Quantitative real-time RT-PCR
RB: Repeat breeder
ROS: Reactive oxygen species
SLC39A2: Solute carrier family 39 (zinc transporter), member 2
SUZ12: Suppressor of zeste 12
THBS4: Thrombospondin 4
TIMP: Tissue inhibitor of metalloproteinase
TNFRSF25: Tumor necrosis factor receptor superfamily member 25
US: Uterine stroma
VLDLR: Very low density lipoprotein receptor

How the deposited data were processed for this re-analysis (not part of the article)

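Endometrium was measured on 32 single-colour arrays, 1 for each of 4 RB and 4 non-RB cows in CAR and ICAR of the horns ipsilateral and contralateral to the corpus luteum. The group, compartment, horn and replicate number of each array were taken from the labels deposited with it. The same number within a group was taken as the same cow, which the paper's text does not state. This was checked on the deviations of each array from the mean of its group and compartment. Arrays of the same number within RB cows had a mean correlation across probes of 0.413, above 0.1 in 22 of 24 pairs, against -0.138 for different numbers. Within non-RB cows the means were 0.381, above 0.1 in 21 of 24 pairs, and -0.123. Since the group mean includes each array, the negative values follow from the positive ones and are not separate evidence. All arrays of RB replicates 2 and 3 were on slide 2, of RB replicate 4 on slide 6 and of non-RB replicate 4 on slide 7. A shared slide may thus add to these correlations, and the check does not separate it from the cow.

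The authors deposited the output of Agilent Feature Extraction for each array, in which the intensity of each spot is background-subtracted and detrended, dim spots carry a surrogate value, and no normalization between arrays has been applied. The authors also deposited a table of log2 values, which equals the log2 of the processed intensity minus the 75th percentile of its array plus a constant of the array between 0.00420 and 0.0140, with an SD over probes of at most 4.73e-07. The paper's text names an unpaired t-test and GeneSpring but no normalization. The heading of Table S2 gives the t-test with a limit on p and no adjustment. Probes were identified by their accessions and gene names, and 2514 accessions were found in a reference table of gene symbols, and no genome coordinates were used.

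Control spots were left out, spots with an outlier flag were set to missing, and saturated spots were kept. There was 1 spot per probe, and 95 sequences had more than 1 probe. The log2 intensity was taken relative to the 75th percentile of the array. A comparison within a compartment used probes well above background on at least 2 of its 8 arrays with at least 3 values per group, and a comparison over all arrays used probes well above background on at least 8 of 32. The 75th percentile of an array, between 1165 and 4857 intensity units, and the share of probes well above background, between 74.3% and 85.8%, describe the signal, and the number of arrays limits the precision.

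RB and non-RB cows were compared in each compartment with the linear model and moderated test of limma, over 4 against 4 arrays, with Benjamini-Hochberg adjustment over the probes tested. For the whole uterus the 4 arrays of each cow were averaged first. CAR was compared with ICAR, and the ipsilateral with the contralateral horn, on the 32 arrays with the other factors in the model. The difference of the RB effect between compartments and between horns was tested on the differences within each cow. A named gene also had a two-sided exact permutation test over its 35 splits. Cell type marker lists for glandular and luminal epithelium, stroma, smooth muscle, endothelium, B and plasma cells, T and NK cells, macrophages, red blood cells and ciliated cells were tested with camera, which presets the correlation between genes, and with fry, which does not.

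The alternatives were no filter, probes well above background on all arrays, quantile normalization, normexp background correction with an offset of 50, the deposited log2 table, the methods' t-test, the slide, the scan session or the replicate number as a block, all 32 arrays in a single fit, and the removal of each replicate in turn. A scan session holds the arrays scanned in the same calendar month, which may include more than a single day. In the whole uterus the 32 arrays were also used as independent samples, with the cow as a random block, without the fold threshold of 2, and in the methods' t-test on 16 against 16 arrays and on the 8 cow means. All of these, the comparisons, the marker lists and the rule for naming genes were fixed before the data were examined. Added after the data were seen were the averaging of probes of the same sequence, the removal of a second-degree surface in row and column from each array, the methods' t-test on the arrays of Tables S1 to S4, and the same test on the 15 RB and 14 non-RB arrays of those tables. Chance was tested by refitting each comparison for the 35 splits of 8 into 4 and 4, and for 100 shuffles of the compartment or horn labels, the real labels included.

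The genes named are those for which the paper gives a fold in its results, those it measured by qPCR and those its discussion names from these arrays, and for CAR against ICAR the 5 with the largest change in each direction among the probes called. Of 42 such genes of the paper 41 had a probe, and 0 had more than 1. Most were found through the probe listed in Tables S1 to S4, others through the accession in the paper's tables, and PRF1 through the gene name in the files. SUZ12 had no probe under these names. The qPCR and immunohistochemistry of the study and its gene ontology analysis were not analysed here.

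The code was tested on simulated data, in which 200 probes were changed by a log2 of 1 to 3 in arrays with the observed spread. The noise was drawn independently for each probe and array, without the effects that arrays of a slide, session or cow share. The shares recovered thus test the code and do not give the power of these data. Limma recovered 57%, 64%, 51.5% and 50.5% of them at an adjusted p under 0.05 in CAR ipsilateral, ICAR ipsilateral, CAR contralateral and ICAR contralateral, and 75.5% in the whole uterus, with between 1 and 14 false calls over the comparisons simulated. Of the probes changed by a log2 of 3, it recovered 93.9%, 92.4%, 80.3% and 83.3% in the 4 compartments. The calculations used R 4.3.3, limma 3.58.1 and data.table 1.17.8.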

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

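The test of GSTA3 on the other arrays of RB replicate 4, and the removal of a surface from each array as an alternative, were chosen only after the results were seen.

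Over 8 groups of 4 arrays and 4 measures of array quality, 9 of 32 cases had 1 array far from the other 3, where chance gives about 1 in 20 groups. The SD of the 100 GAPDH spots was 0.536 on non-RB replicate 2 of ICAR ipsilateral, which also had 25 spots marked as nonuniform, and the other arrays of that group had an SD of at most 0.163. It was 0.430 on non-RB replicate 4 of CAR ipsilateral, against at most 0.146 on the others, and 0.261 on RB replicate 3 of CAR contralateral, against at most 0.137. Uneven signal across the surface of the array was tested with a surface fitted to all probes but GAPDH. It took up 76.1% of the spread of the GAPDH spots on the first of these arrays and 71.0% on the second, which uneven signal needs, and uneven signal may be their main source. On RB replicate 3 of CAR contralateral it took up 41.1% and left an SD of 0.190, which argues against such a smooth surface as the whole cause there. Uneven signal on a smaller scale was not tested, so uneven signal stays open on that array. No biological explanation was tested, since the GAPDH spots of an array share 1 sample.

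The 2 arrays of slide 1, which were also the only arrays of scan session 1, were set apart most. Non-RB replicate 2 of CAR contralateral had 351 nonuniform spots and a GAPDH SD of 1.32, and the other 3 arrays of that group had at most 4 such spots and an SD of at most 0.160. Non-RB replicate 1 of ICAR contralateral had 100 nonuniform spots, a GAPDH SD of 0.869 and 74.3% of its probes well above background, against at most 5 spots, an SD of at most 0.158 and at least 81.1% on the others. The surface fitted to the other probes took up 47.2% of the GAPDH spread on the first and 23.3% on the second, and left an SD of 0.974 and 0.725. These values argue against a smooth surface as the whole cause, and leave uneven signal on a smaller scale, such as the nonuniform spots, open. Over all probes, the deviation of the second array from its group was taken up by a smooth surface to 3.00%, and that of the first to 19.0%. A smooth surface thus leaves most of their distance from the other arrays, and local unevenness was not tested. The deviations of the 2 arrays had a correlation across probes of 0.459, reached by 5 of 399 other pairs of arrays from different cows and conditions, the highest at 0.601. The SD of the deviations over probes was 1.28 and 1.23 on these arrays, against 0.76 to 0.81 on the other arrays of non-RB replicate 1 and 0.58 to 0.88 on those of non-RB replicate 2, which argues against a difference of the whole cow. Something shared by slide 1 may be the source. Hybridisation, RNA and scan cannot be told apart from each other or from the 2 tissue pieces, since the slide, the session and these pieces coincide. The study's Tables S3 and S4 do not contain these arrays. Without them, the probes at an unadjusted p under 0.05 numbered 609 in CAR and 322 in ICAR of the contralateral horn, against 228 and 208 with them.

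Of 20 groups of 4 arrays tested for single genes, GSTA3 in RB cows in CAR contralateral had 1 array apart, which is the number that chance gives. RB replicate 4 lay at -5.32 and the other RB arrays between -2.24 and -1.90. A fault of 1 array was tested on the other compartments of the same cow. RB replicate 4 was the lowest RB array in 3 of the 4 compartments, at -4.04, -5.07 and -5.32, and second lowest in ICAR contralateral, at -4.83. A fault of the 1 array does not account for low values on others. A lower GSTA3 level in that cow, its genotype at the probe and its stage of the cycle stay open as untested. So do the slide and the session, since all arrays of RB replicate 4, and no other RB arrays, were on slide 6 and in session 3.

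The comparison of CAR with ICAR is not made in the paper. Limma called 174 probes at an adjusted p under 0.05, 50 higher in CAR and 124 higher in ICAR, and 2099 at an unadjusted p under 0.05. Of 100 shuffles of the compartment labels within group and horn, the real labels included, only 1, the real one, gave as many, and the most in another was 43, so chance can be excluded for this count. The unadjusted 2099 was reached by 3 of 100 shuffles, the highest at 2600. The count was 0 without any 1 of 6 cows (non-RB replicates 1, 3 and 4, RB replicates 1, 2 and 4), 710 without non-RB replicate 2 and 909 without RB replicate 3. The number called in this fit, which does not pair the arrays of a cow, thus rests on single cows. With the cow as a block the count was 1086 and included all of the 174, with 586 higher in CAR and 500 higher in ICAR. No cow was left out of that fit. The slide as a block gave 250 and quantile normalization 205, so neither the slide nor the scaling removes the difference. Among the 10 probes named by the rule, those higher in CAR were IL1A (2.17), GABRB1 (2.11), LOC522170 (1.89), NPY (1.89) and BI774535 (1.70). Those higher in ICAR were LOC614489 (-2.46), LOC504762 (-2.27), LPLUNC1 (-2.11), pdef (-1.92) and LOC530118 (-1.87). GABRB1 averaged -8.87 in ICAR and LOC504762 -8.93 in CAR, dim levels at which the size of a difference is less certain. Each of the 10 probes had its direction in 13 to 15 of 16 pairs of arrays, with limma adjusted p-values between 0.0353 and 0.0445. A different make-up of the tissues, CAR without and ICAR with glands, may underlie these differences, and it was not tested.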

How the results depend on the processing

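The averaging of probes of the same sequence, the removal of a surface, the methods' t-test on the arrays of the study's tables and the same test on 15 against 14 arrays were chosen only after the results were seen. Every other alternative was run as chosen at the start.

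In each of the 4 compartments, limma called 0 probes at an adjusted p under 0.05 under each alternative that kept all 8 arrays, and the methods' t-test called 0. The smallest adjusted p over the alternatives was 0.0943 in CAR ipsilateral, 0.0879 in ICAR ipsilateral, 0.0581 in CAR contralateral and 0.0315 in ICAR contralateral, and the largest was over 0.99 in each. With single arrays left out the count was 0, except in ICAR contralateral, where it ranged from 0 to 1. The 1 probe, without non-RB replicate 1, was BE667253. The differences of the RB effect between CAR and ICAR and between the horns, with 114 and 773 probes at an unadjusted p under 0.05, had 0 called in limma under all 11 alternatives of each. Without non-RB replicate 4 the first of these unadjusted counts was 480, without RB replicate 3 it was 304, and without RB replicate 1 it was 80. The second was 493 without RB replicate 1 and 514 without RB replicate 2. It rose to 1159, 1021 and 1136 without non-RB replicates 1, 3 and 4. The marker lists had 0 called by camera or fry under each setting run.

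The counts at an unadjusted p under 0.05 moved more. In CAR ipsilateral, 12 of 18 alternatives lay within 1.5 times the count of 446. With the slide as a block it was 179, where no slide held both groups and the slide is not separable from the group, and with the scan session as a block 1160, and leaving out single arrays gave 277 (without RB replicate 3) to 734 (without non-RB replicate 3). In ICAR ipsilateral, 13 of 18 lay within 1.5 times 475, with 1573 for the slide as a block and 224 (without RB replicate 3) to 1366 (without non-RB replicate 1) for single arrays left out. In CAR contralateral, 14 of 18 lay within 1.5 times 228, with 933 for the slide as a block, 990 for the scan session as a block and 120 (without RB replicate 2) to 609 (without non-RB replicate 2) for single arrays left out. There the methods' t-test on the arrays of Table S3 analysed here, chosen after the data were seen, gave 641. In ICAR contralateral, 9 of 18 lay within 1.5 times 208. Among the others were 114 with normexp background correction, 358 with the slide and 382 with the scan session as a block, 351 with all 32 arrays in a single fit, and part of the range from 123 (without RB replicate 2) to 423 (without RB replicate 1). The methods' t-test on the arrays of Table S4, also chosen after the data were seen, gave 424. Outside CAR ipsilateral, the slide as a block sets only RB replicates 1 and 4 against non-RB arrays of the same slide. Apart from this and the arrays left out, which are fewer samples, the cause was not tested. Probes of the same sequence averaged gave between 201 and 444 over the 4 compartments, and the surface removed gave between 210 and 518, all within 1.5 times.

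Limma on the cow means of the whole uterus called 0 probes, and 17 of 20 alternatives also called 0. The 32 arrays as independent samples gave 24 in limma and 20 in the methods' t-test on 16 against 16, and the slide as a block on the 32 arrays gave 17. The methods' t-test on 15 against 14 arrays, chosen after the data were seen, gave 49. In each of these settings the arrays of a cow count as independent, which makes the number of samples larger than the number of cows. At an unadjusted p under 0.05 and a fold above 2, 9 of 20 lay within 1.5 times the count of 53. It was 18 for probes well above background on all arrays, where fewer probes are tested, and 14 with normexp. Further counts were 96 for the 32 arrays as independent samples, 92 for the methods' t-test on 16 against 16, 28 for that test on the cow means, 270 with the slide as a block, 286 without the fold threshold and 129 for 15 against 14 arrays. Leaving out a cow gave 36 (without RB replicate 2) to 135 (without RB replicate 1). For normexp and the slide the cause was not tested.

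Between CAR and ICAR the count of 174 was within 1.5 times under no filter (120), quantile normalization (205) and the slide as a block (250), and with the cow as a block, which pairs the arrays, it was 1086. The block also moved the directions, from 50 higher in CAR and 124 higher in ICAR to 586 and 500. With single cows left out of the fit without a block the count ranged from 0 to 909, and the cause was not tested. Between the horns limma called 0 probes, with 176 at an unadjusted p under 0.05 (106 without non-RB replicate 2 to 317 without RB replicate 3). The cow as a block raised that unadjusted count to 473 and the slide as a block to 1257, where chance alone would give about 646. With either block limma called 1 probe after adjustment. That probe was EE932638 in both, singled out after its values were seen, with log2 differences of 0.88 and 1.03 and adjusted p-values of 0.0223 and 0.00394, where the smallest adjusted p of the other alternatives was over 0.99. The cause was not tested.

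The directions of the probes at an unadjusted p under 0.05 moved with the scaling. Those higher and lower were 113 and 63 between the horns, and 84 and 102 after quantile normalization. For the difference of the RB effect between the horns they were 236 and 537, and 363 and 444 after quantile normalization. Normexp gave 7 and 7 in the whole uterus, where the scaling by the 75th percentile gave 37 and 16.

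RB and non-RB cows are different animals, so their replicate numbers were not used as pairs. Arrays of the same number in the 2 groups had a mean correlation of their deviations of 0.134 over 16 pairs, from -0.241 to 0.415, with 11 above 0.1, against -0.045 for arrays of different numbers, so that something shared by arrays of the same number, such as a batch, is not ruled out. With the replicate number as a block, the unadjusted counts were 761, 642, 243 and 387 in CAR ipsilateral, ICAR ipsilateral, CAR contralateral and ICAR contralateral and 71 in the whole uterus, with 0 called in limma.

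For the genes with a fold in the paper's results and KLHL24, 21 results were run over 379 settings chosen at the start, and 0 changed direction. Over all 41 named genes and 5 comparisons, 55 of 205 differences took both signs over the settings, PLEKHA5 in CAR contralateral among them (-0.98 to 1.20), and 0 of the 56 with an unadjusted p under 0.05 in limma over all arrays. Of the 379 settings of the 21 results, 356 kept their side of an unadjusted p of 0.05, 14 rose above it and 9 fell below it. The log2 difference of KLHL24 ranged from 1.06 to 1.70 in CAR ipsilateral, at most 1.97 in ICAR ipsilateral, 1.54 to 2.23 in CAR contralateral and 1.00 to 1.54 in ICAR contralateral, and rose above 0.05 only in CAR ipsilateral with the slide as a block, where slide and group are not separable. GSTA3 kept its side in CAR under every alternative in which its probe was tested, with 2.28 to 4.27 in the ipsilateral and 2.33 to 4.30 in the contralateral horn. In ICAR it ranged from 0.88 to 3.12 and from 0.32 to 2.73, and fell below 0.05 in 2 of 18 settings of each, without non-RB replicate 1 in both. In the contralateral horn it also did so in the methods' t-test on the arrays of Table S4, which was chosen after the data were seen. LPLUNC1, THBS4 and SLC39A2 kept their side in all 18 settings of their compartments. CHGA in the whole uterus rose above 0.05 in 8 of 19 settings, from -2.49 to -0.39, and PRSS2 fell below it in 5 of 18, from 1.47 to 4.35.

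Signal over background limits the dim probes. Where the filter asked for all arrays, fewer probes were tested, and GSTA3 in CAR ipsilateral and PIPOX in ICAR contralateral were not among them. PIPOX fell to 1.13 with normexp, whose offset draws dim values together. The 75th percentile and the share of probes well above background bear on dim probes, and the number of arrays limits the rest.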

Differences from the paper's values

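Tests chosen only after the results were seen were the methods' t-test on the arrays of the study's tables and on 15 RB against 14 non-RB arrays.

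In CAR contralateral the paper counts 443 genes, where limma gave 228 probes at an unadjusted p under 0.05. The fit here includes non-RB replicate 2, in whose place the study used another array. Of the alternatives set before the data were examined, those not differing from the paper's count by this measure were all 32 arrays in a single fit (308), without non-RB replicate 3 (306) and without non-RB replicate 2 (609). Those differing were no filter (274), probes well above background on all arrays (173), quantile normalization (235), normexp (165), the deposited values (216), the methods' t-test (239), the slide (933) or the scan session (990) as a block, the replicate number as a block (243), and the other arrays left out (120 to 286). Of the paper's 443 genes, 333 are higher in RB cows, against 158 here. All 32 arrays in a single fit (225) and without non-RB replicate 2 (493) did not differ from the paper's 333. No filter (182), all arrays well above background (118), quantile normalization (100), normexp (127), the deposited values (154), the methods' t-test (150), the replicate number (164), slide (605) or scan session (592) as a block, and the other arrays left out (75 to 199) did. The paper counts 110 lower, against 70 here. No filter (92), quantile normalization (135), the methods' t-test (89), the replicate number as a block (79), all 32 arrays in a single fit (83), and the removal of non-RB replicate 2 (116), 3 (139) or 4 (102) or of RB replicate 3 (130) or 4 (74) did not differ from the paper's 110. All arrays well above background (55), normexp (38), the deposited values (62), the slide (328) or scan session (398) as a block, and the removal of non-RB replicate 1 (58) or of RB replicate 1 (70) or 2 (45) did. The methods' t-test without non-RB replicate 2, chosen after seeing the values, gave 489 higher and 152 lower, within 1.5 times the paper's values.

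In ICAR ipsilateral the paper counts 169 genes higher in RB cows, against 288 here. The methods' t-test (196), the scan session as a block (213), all 32 arrays in a single fit (232), and the removal of non-RB replicate 2 (200) or 3 (154) or of RB replicate 2 (118) or 3 (162) did not differ from the paper's count. No filter (285), all arrays well above background (271), quantile normalization (288), normexp (271), the deposited values (288), the replicate number (403) or slide (727) as a block, and the removal of non-RB replicate 1 (725) or 4 (263) or of RB replicate 1 (308) or 4 (310) did. Without a filter, on the arrays of Table S2, the methods' t-test gave 202, a setting chosen after seeing the values.

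In the whole uterus the paper counts 39 genes lower in RB cows with a fold above 2, against 16 here at an unadjusted p under 0.05. The cow as a random block (32), the 32 arrays as independent samples (37), the methods' t-test on 16 against 16 arrays (36), and the removal of non-RB replicate 2 (34) or 3 (36) or of RB replicate 1 (45) or 4 (30) did not differ from the paper's count. No filter (22), all arrays well above background (8), quantile normalization (18), normexp (7), the deposited values (18), the methods' t-test on the cow means (11), the replicate number (25) or slide (89) as a block, no fold threshold (104), and the removal of non-RB replicate 1 (17) or 4 (24) or of RB replicate 2 (16) or 3 (17) did. Chosen after seeing the values, the methods' t-test on 15 against 14 arrays gave 41.

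The paper's PLEKHA5 fold, non-RB over RB, Table S3, is 2.18 in CAR contralateral, against 0.709 here over all 8 arrays. These include non-RB replicate 2, which Table S3 does not contain. The paper's own qPCR did not bear out its PLEKHA5 result in this compartment. The slide as a block (1.98), the scan session as a block and without non-RB replicate 2 (1.96) did not differ from the paper's fold. Either block also takes that array out of the comparison, since it was the only one of its compartment on slide 1 and in session 1. The other alternatives set before the data were examined did, with folds from 0.436 to 0.902.

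The paper's text gives its genes as past an adjusted p. Here the tables' listed p-values are those of the methods' t-test before adjustment, and in each compartment limma called 0 probes after adjustment, with 446, 475, 228 and 208 before it, and the methods' t-test called 0, with 462, 457, 239 and 262 before it. Limma on the cow means of the whole uterus called 0, with 53 before adjustment, and the methods' t-test on 16 against 16 arrays called 20, limma on 32 independent arrays 24, and limma with the slide as a block 17. On 15 against 14 arrays, chosen after seeing the values, the methods' t-test called 49. Among the genes the paper names, KLHL24, PIPOX, CPXM2 and THBS4 were called on 32 independent arrays and in the methods' t-test on 16 against 16, and KLHL24, THBS4 and DAPL1 with the slide as a block. SLC39A2, FAM83D, IGF2R and VLDLR also had an adjusted p under 0.05 in 2 alternatives each. They were not counted as called, since their folds stayed below 2. GSTA3 was called, with KLHL24, PIPOX, CPXM2 and THBS4, on 15 against 14 arrays, a setting chosen after seeing the values.

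The paper places GSTA3 first among the rises in CAR of both horns, where it was rank 2 over all arrays of all probes tested, and rank 1 in the ipsilateral horn without RB replicate 4. It places CPXM2, LPLUNC1, THBS4 and SLC39A2 first in their lists, where they were rank 7 in CAR ipsilateral, 27, 19 and 36 when unnamed probes are counted. PIPOX was rank 4 and IFIH1 rank 11 in ICAR contralateral, and PRSS2 and CHGA were rank 2 and 5 in the whole uterus. CPXM2 was rank 87 among the falls in ICAR ipsilateral. KLHL24, which the paper sets among the highest of each list, was rank 54, 100, 23 and 81. All of these ranks are by size over every probe tested, named or not and whatever its p. The paper's lists hold known genes past its limit on p, so the ranks here are not places within those lists.

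The paper describes GSTA3 as highly expressed in ICAR of RB cows. It also reports GSTA3 protein staining, glandular epithelium included, in the ipsilateral horn of RB but not of non-RB cows. Only the RNA on the arrays was examined here. Over all arrays it was higher there by 1.86 in the ipsilateral and 1.08 in the contralateral horn, with exact permutation tests of 0.343 and 0.571. Without non-RB replicate 1 it was higher by 3.12 and by 2.73, with an unadjusted p under 0.05 in limma, and so it was with the scan session as a block in the contralateral horn (1.72) and with the replicate number as a block in the ipsilateral horn.

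The paper names CCL8 as lower in RB cows, without a compartment. In ICAR ipsilateral, where the study's Table S2 lists it as higher, it was higher by 0.75 here. It was also higher in ICAR contralateral (0.25), and lower in CAR ipsilateral (-0.15) and CAR contralateral (-0.29). In the whole uterus the paper names PRSS2, DAPL1, PRF1, CD36, CDH1 and KRT35 as differing. Its qPCR, not analysed here, bore out PRSS2 and KRT35 but not PRF1. Over the cow means the exact permutation tests of the genes named as differing gave p-values of 0.114, 0.114, 0.4, 0.229, 0.429 and 0.429, in the order named. After adjustment, DAPL1 was called with the slide as a block (limma adjusted p = 0.0326), with a log2 difference of 3.08. That setting rests on RB replicates 1 and 4 of the RB cows. PRSS2 had an unadjusted p under 0.05 on the 32 arrays as independent samples in limma and in the methods' t-test, with the cow as a random block, with the slide as a block, without RB replicate 1 and, in a test chosen after seeing the values, on 15 against 14 arrays.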

Other observations

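The tests of the array membership of Tables S1, S3 and S4 and of a fault of 1 array for PRSS2 were chosen only after the results were seen, as were the test of the scan session within cows, the count of splits above that along the sessions and the share over distinct sequences.

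Other splits of the same 8 arrays into 4 and 4 gave as many probes at an unadjusted p under 0.05 as the real one, the real one included, in 23 of 35 splits in CAR ipsilateral, 18 in ICAR ipsilateral, 27 in CAR contralateral and 28 in ICAR contralateral. The medians over the splits were 636, 475, 382 and 372. In the whole uterus it was 23 of 35, with a median of 67. Chance cannot be excluded for any of these counts. The difference of the RB effect between CAR and ICAR had as many in 35 of 35 splits, and that between the horns in 9 of 35, so chance is not excluded there either. For the horns themselves, in the fit without a block, limma called 0 probes under the real labels, with 176 at an unadjusted p under 0.05. Of 100 shuffles, 84 gave at least 176. For the count of 0 after adjustment it is 100 of 100, which a count of 0 makes certain, so that this comparison decides nothing. These results concern how many probes pass a threshold and say nothing on a single gene.

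In each contralateral compartment 1 of the 35 splits followed the scan sessions. It gave 610 probes in CAR and 970 in ICAR at an unadjusted p under 0.05, more than the real split with 228 and 208, but 12 of the 34 other splits in CAR and 4 of 34 in ICAR gave more still. With the scan session as a block the real split gave 990 and 382, and 0 after adjustment in limma. Over the 32 arrays the session was called for 6821 of 12919 probes, and for 4688 on the 30 arrays without slide 1. Since 4 of the 8 cows had all their arrays in 1 session, these counts include differences between cows. With the cow in the model the session was called for 4793 probes, and for 793 without slide 1. Sessions held 0 RB and 2 non-RB, 9 and 3, 4 and 7, and 3 and 4 arrays. A part of the RB differences in each compartment may come from the scan session, and the 2 cannot be told apart, since the sessions hold the groups in unequal numbers and arrays of the same slide share the session.

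A larger share of glandular epithelium in the pieces of RB cows was tested as a source of the probes higher in ICAR ipsilateral. Of the 169 probes that Table S2 lists as higher, 79.3% were higher in ICAR than in CAR of non-RB cows, against 62.7% of the 228 listed lower and 53.3% of all probes tested. Of those listed lower, 62 are copies of the GAPDH probe, all higher in ICAR, and with probes of the same sequence averaged the shares were 79.3%, 49.1% and 53.0%. The epithelial marker list itself was not higher in RB cows (median 0.09, 5 of 8 probes higher), by camera (p 0.47) or by fry (p 0.714). The share cannot be told apart from other causes, since a list of 8 probes that go both ways does not decide it.

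Over the 9 marker lists and 5 comparisons, 0 of 45 tests were under 0.05 after adjustment in camera (smallest 0.162) or in fry (smallest 0.975). Before adjustment 7 were under 0.05 in camera and 0 in fry. These were epithelium in CAR ipsilateral (median log2 -0.21, higher in 1 of 8 probes), ciliated cells in ICAR ipsilateral (0.71) and CAR contralateral (0.63), B and plasma cells (1.33), T and NK cells (-0.32, 2 of 10) and macrophages (-0.21) in CAR contralateral, and T and NK cells in the whole uterus (-0.14). Stroma, smooth muscle, endothelium and red blood cells had none. Adjusted within CAR contralateral alone, B and plasma cells and T and NK cells had 0.0325 in camera and 0.550 in fry. Of the list genes the study picked CDH1, IGG1C, PRF1, CD14, CD53, CD4, KDR, CCDC113 and COL1A2 on these samples. With quantile normalization camera called 0, and 6 before adjustment.

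PRSS2 was 7.95 (log2) higher in RB replicate 3 than in the mean of the other RB cows, and 0 probes rose more. A fault of 1 array is excluded, since the gap to the next RB array was at least 5.45 in all 4 compartments. RNA of pancreatic acinar cells was tested with a list of 24 genes, of which 7 had a probe and 4 were well above background on all 4 arrays of that cow. Its median rise was 0.22, at most 0.68, where acinar cells would bring their other abundant transcripts, which argues against them. The log2 levels of the list in that cow were 2.23 for AMY2B, 1.00 for KLK1, -2.76 for ELA1 and -3.44 for CPA1. These 4 genes were also well above background on all 12 arrays of the other RB cows, and no gene of the list is listed in Tables S1 to S4. A difference of that cow's genotype or of its tissue may be the source and was not tested.

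On the 4 arrays of each cow, 7 of 12384 probes lay at least 2 (log2) apart from all other arrays. Of 100 regroupings of the replicate numbers, the real one included, only 1, the real one, gave as many, and the most in another was 2, which excludes chance assignment of the replicate numbers. The probes, chosen by their values, were AZGP1 (lower in non-RB replicate 3 by 6.01), BM480970 (lower in RB replicate 2 by 5.57), PRSS2 (higher in RB replicate 3 by 5.37), EE929405 (lower in RB replicate 2 by 3.55), BP102527 (lower in non-RB replicate 3 by 2.75), LOC533964 (lower in RB replicate 4 by 2.55) and LOC533051 (lower in RB replicate 3 by 2.17). Variants under a probe are a candidate explanation, and they were not tested.

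The folds of Table S1 differ from those over the 8 CAR ipsilateral arrays. Without RB replicate 4 the largest log2 difference was 5.48e-06, and for Table S4 without non-RB replicate 1 it was 6.54e-06. For Table S3, with another array in the place of non-RB replicate 2, the solutions for it from the folds and from the averages differed by an SD of 2.08e-05. The arrays absent from the tables had a GAPDH SD of 0.395, 1.32 and 0.869, while arrays with 0.536 and 0.430 are in them. In the same order they had 29, 351 and 100 spots marked as nonuniform, the highest numbers of all arrays. The next highest was 25, on an array that is in the tables, so a choice by spot quality stays open. Why arrays are absent was not tested.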
